# MicroRNA Contents in Matrix Vesicles Produced by Growth Plate Chondrocytes are Cell Maturation Dependent

**DOI:** 10.1038/s41598-018-21517-4

**Published:** 2018-02-26

**Authors:** Zhao Lin, Michael J. McClure, Junjun Zhao, Allison N. Ramey, Niels Asmussen, Sharon L. Hyzy, Zvi Schwartz, Barbara D. Boyan

## Abstract

Chondrocytes at different maturation states in the growth plate produce matrix vesicles (MVs), membrane organelles found in the extracellular matrix, with a wide range of contents, such as matrix processing enzymes and receptors for hormones. We have shown that MVs harvested from growth zone (GC) chondrocyte cultures contain abundant small RNAs, including miRNAs. Here, we determined whether RNA also exists in MVs produced by less mature resting zone (RC) chondrocytes and, if so, whether it differs from the RNA in MVs produced by GC cells. Our results showed that RNA, small RNA specifically, was present in RC-MVs, and it was well-protected from RNase by the phospholipid membrane. A group of miRNAs was enriched in RC-MVs compared RC-cells, suggesting that miRNAs are selectively packaged into MVs. High throughput array and RNA sequencing showed that ~39% miRNAs were differentially expressed between RC-MVs and GC-MVs. Individual RT-qPCR also confirmed that miR-122-5p and miR-150-5p were expressed at significantly higher levels in RC-MVs compared to GC-MVs. This study showed that growth plate chondrocytes at different differentiation stages produce different MVs with different miRNA contents, further supporting extracellular vesicle miRNAs play a role as “matrisomes” that mediate the cell–cell communication in cartilage and bone development.

## Introduction

Endochondral bone formation consists of a developmental cascade of chondrocyte maturation that is well-regulated in temporal and spatial dimensions^1^. This is reflected in a zonal change in cell morphology and function from resting to proliferative, prehypertrophic and hypertrophic chondrocytes followed by calcification of the extracellular matrix, vasculogenesis, and bone formation on the calcified cartilage scaffold. Central to the process of growth plate development is the role of small membrane-bound extracellular microvesicles, called matrix vesicles (MV)^2^. MVs are enriched in alkaline phosphatase specific activity compared to the plasma membrane and the first calcium phosphate crystals are observed on the inner leaflet of the MV membrane. Depending on the state of chondrocyte maturation within the growth plate, MVs have a different phospholipid composition^3^ and are selectively packed with different matrix metalloproteinases^4–6^, alkaline phosphatase activity^3,7–9^, growth factors^10^, and receptors for hormones^11–13^, suggesting they function as regulators of the endochondral bone formation environment^14–16^.

We have established a cell culture model to study the phenotypic transition of chondrocytes from the resting zone (RC) to the prehypertrophic/upper hypertrophic zone (GC), in which these two cell types are cultured separately after discarding the intervening proliferative cell zone^3^. Characterization of these two distinct cell populations has shown that they are different in morphology^3^, proliferation rate^3^, extracellular matrix components^3^, basal cation flux and membrane fluidity^17,18^, membrane phospholipid composition^3,19^, basal production of prostaglandin E_2_^20^ and production of vitamin D metabolites 1,25-dihydroxyvitamin D3 [1,25(OH)_2_D_3_] and 24,25-dihydroxyvitamin D3 [24,25(OH)_2_D_3_]^21^.

In addition, RC and GC chondrocytes exhibit marked differences in their response to vitamin D metabolites and growth factors^5,11,22^. Whereas RC cells respond primarily to 24 R,25(OH)_2_D_3_, GC chondrocytes respond primarily to 1α,25(OH)_2_D_3_. Testosterone stimulates alkaline phosphatase specific activity in GC cells, with no effects on RC cells^23^; TGF-β1 induces a dose-dependent increase in proliferation of RC cells, but this effect was not seen in GC cells^24^. Interestingly, even though RC chondrocytes will form nodules in long-term culture, these cells do not mineralize their matrix. However, bone morphogenetic protein 2 (BMP2) or 24 R,25(OH)_2_D_3_ treatment of RC cells induces a phenotypic shift into GC chondrocytes^25^, which are able to calcify their extracellular matrix.

Both types of chondrocytes produce MVs, but with distinctly different properties. MVs produced by GC cells possess greater specific activities of alkaline phosphatase (the MV marker enzyme)^3^ and phospholipase A_2_ than do MVs produced by RC cells^19^. RC MVs contain neutral metalloproteinases, whereas MVs produced by GC chondrocytes contain acidic matrix metalloproteinases^4,5,20,26^. RC MVs also have different phospholipid profiles, membrane fluidities and membrane receptors compared to MVs produced by GC cells^3,11,12,19^. Protein kinase C (PKC) activity in RC-MVs is regulated by 24 R,25(OH)_2_D_3_; however, it is stimulated by 1α,25(OH)_2_D_3_ in GC-MVs^27,28^. RC-MVs are usually not able to calcify, however, mineralization occurs in GC-MVs^29,30^. Taken together, these findings suggest that chondrocytes at different maturation status in the growth plate produce different MVs with different contents, which modulate their different local environment and satisfy different metabolic needs.

Recent studies show that microRNAs (miRNA), which are short (20–22-nucleotide), endogenous, single-stranded, non-coding RNA molecules that regulate gene expression at the post-transcriptional level^31^, are involved in endochondral bone formation^32^. miR-145 was downregulated during TGFβ3-induced chondrogenic differentiation of mesenchymal stem cells (MSCs), and targeted Sox9 mRNA transcripts^33^. miR-140 was expressed in cartilage during embryonic development, contributes to craniofacial development, and regulated histone deacetylase 4 (HDAC4), but there was no evidence to indicate its involvement in postnatal tissue^34^. miR-1 was shown to be specifically expressed in the hypertrophic zone in postnatal growth plate, and repressed HDAC4^35^. These studies substantiate the hypothesis that specific miRNA regulate growth plate cartilage.

miRNA is packaged in membrane bound vesicles termed endosomes, which are found in biofluids such as blood, plasma, urine and saliva, as well as culture medium^36^. Emerging as novel mediators in cell-cell communications, extracellular miRNA is involved in various physiological and pathological processes^37^. Recently, our lab showed that small RNA, and miRNA in particular, is highly enriched in matrix vesicles produced by GC chondrocytes^38^. Moreover, our results indicate that a group of miRNAs is selectively packed into these MVs, suggesting that MVs function as “matrisomes,” providing a mechanism for information transfer in the non-vascularized growth plate. However, it is not known whether small RNA also exists in MVs produced by RC chondrocytes and, if so, whether there is difference in their miRNA composition. The purpose of this study was to determine the presence of RNA in RC-MVs, and then use PCR array and next generation sequencing to identify their miRNA profile. We also compared the RC-MV miRNAs to those present in GC-MVs.

## Results

### Characterization of RC-MVs

Nanosight analysis showed that MVs isolated from RC chondrocyte cultures were approximately 100 nm in diameter (Fig. 1A). These vesicles demonstrated a more than 2-fold increase in alkaline phosphatase specific activity compared to the RC plasma membrane, which is a marker for MVs (Table 1). In addition, activity in RC-MVs was lower than in MVs from GC chondrocyte cultures (Fig. 1B), which exhibited a 6-fold enrichment over plasma membrane activity (Fig. 1C), being consistent with our previous observations^3^.

**Figure 1:**
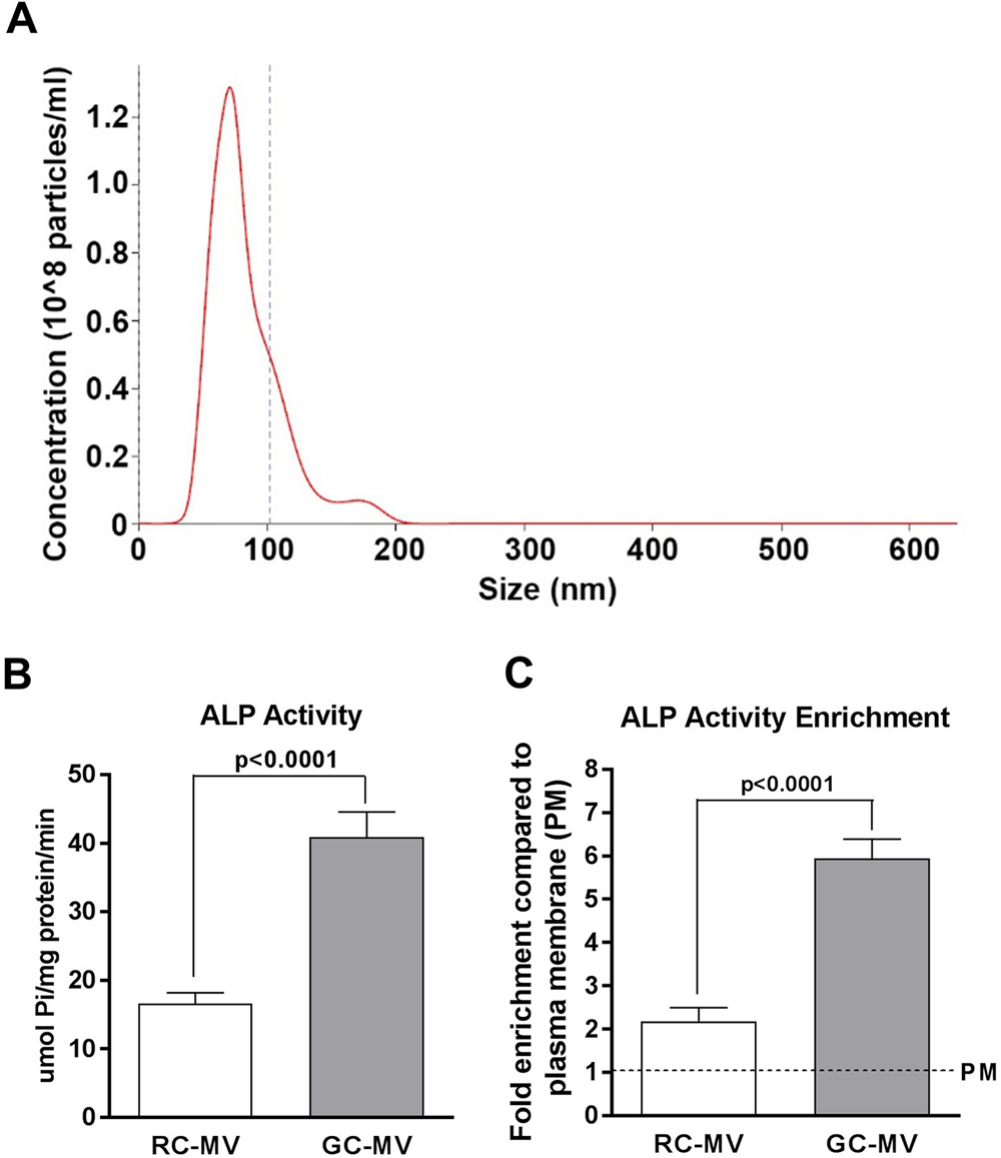
Characterization of RC-MVs. (**A**) Nanosight was used to measure the size of RC-MVs, which showed an average diameter around 80 nm. (**B**) Alkaline phosphatase (ALP) specific activity was compared between RC-MVs and GC-MVs. GC cells produced MVs with higher ALP specific activity than RC cells (n = 5 or 6). (**C**) In RC cell cultures, less ALP activity enrichment was seen in MVs compared to that in GC cell cultures (n = 5 or 6). PM=plasma membrane.

**Table 1:** Alkaline phosphatase (ALP) specific activity of MVs from resting zone chondrocytes.

	ALP activity (µmol Pi/mg protein/min) (mean ± s.e.m.)	Fold enrichment
Total cell lysate	4.04 ± 0.45^c,d^	1
Mitochondria	4.67 ± 2.58^d^	1.16
Plasma membrane	8.00 ± 1.00^d,e^	1.98
MVs	16.65 ± 3.79^a,b,c,e^	4.12
Pellet from culture medium	2.33 ± 0.43^c,d^	0.57

Note: ^a^p < 0.05 compared with total cell lysate; ^b^p < 0.05 compared with mitochondria; ^c^p < 0.05 compared with plasma membrane; ^d^p < 0.05 compared with MVs; ^e^p < 0.05 compared with pellet from culture medium; n = 5 or 6. All the comparisons were done within the same cell type. (^a–e^Based on one way ANOVA). The enrichment folds compared with total cell lysate are presented on the right.

### Small RNA is selectively packaged in matrix vesicles produced by resting zone chondrocytes

RC cells had both large ribosomal RNA (28 s and 18 s) and small RNA, while MVs produced by these cells only exhibited small RNA that was less than 200 nt (Fig. 2A). This was confirmed by Bioanalyzer (Fig. 2B). These RNAs were packed inside MVs and were protected from enzymatic digestion by RNase. RNase treatment did not decrease the yield of RNA extracted from MVs (Fig. 2C). If the membrane was intact, RNase did not digest the MV RNA (Fig. 2D). However, when Triton X-100 was added to disrupt the membrane, RNase completely digested the RNA in the MV suspension. These results suggested that the RNA in the MVs was protected by the phospholipid bilayer membrane.

**Figure 2:**
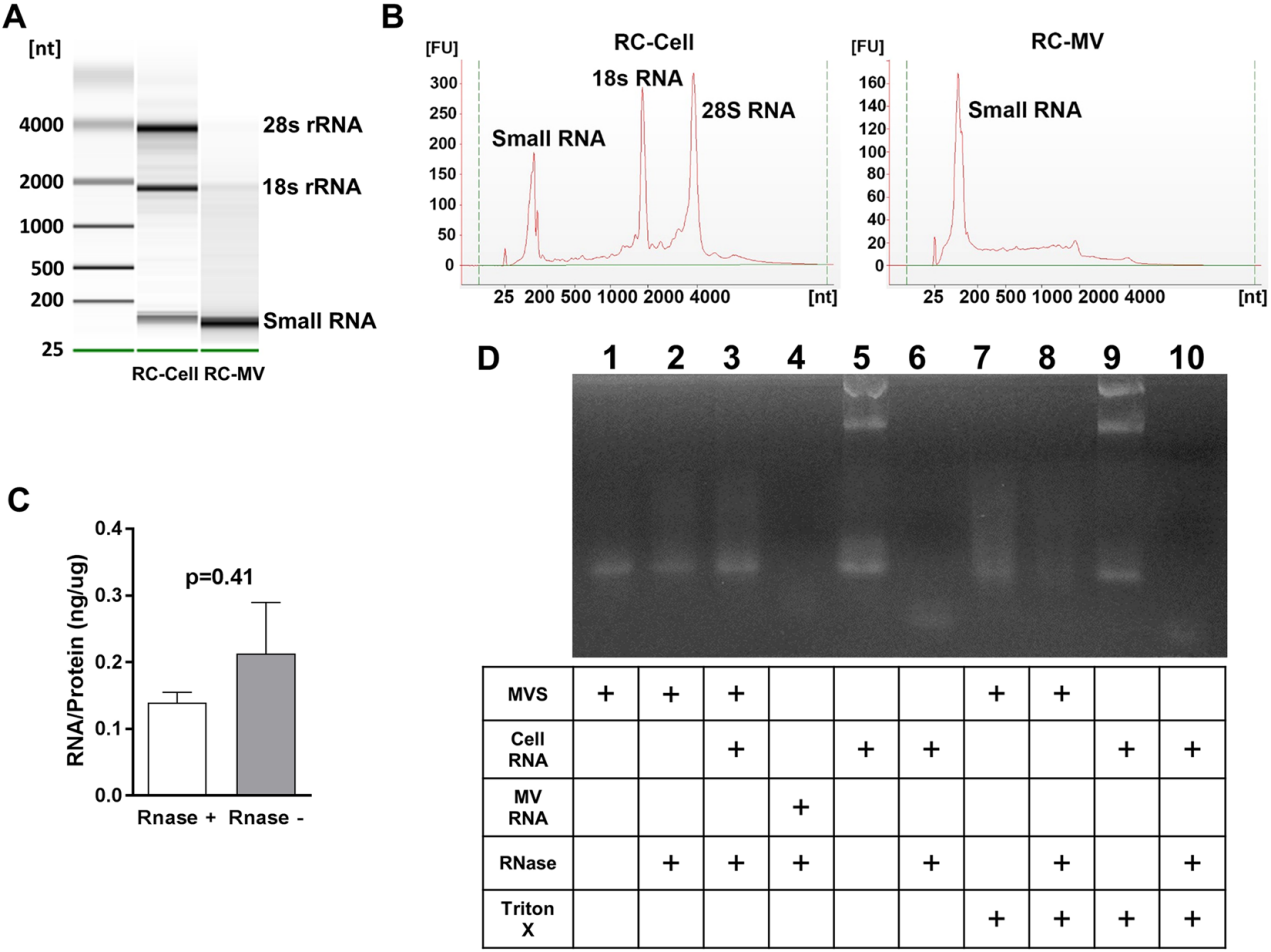
RNA exists in RC-MVs. (**A**) MV RNA was compared to cell RNA. In a 2% agarose gel, RC-MV RNA was heterogeneous in size but contained little or no large ribosomal RNA species (18S- and 28S-rRNA) compared to parent cells. Enriched small RNAs were observed in MVs. (**B**) A similar pattern was observed in the Bioanalyzer. (**C**) RC-MVs were treated by RNase A before RNA extraction by TRIzol. No significant differences in the RNA:protein ratios of MVs with or without RNase pretreatment (n = 6) were observed. (**D**) RNase was not able to digest the RNA component in MVs. However, it was able to digest the total cell RNA. When the MVs were pre-treated with the membrane detergent Triton X-100, RNA degradation was observed, suggesting that RNA in RC-MVs is protected by the intact lipid membrane.

### Selective miRNAs are enriched in RC-MVs

We used a PCR array to determine the miRNA profile of RC-MVs, and compared that to the total cell miRNA profile. A distinct pattern was seen in RC-MVs with a selective group of miRNAs that were highly enriched (Table 2). In this data set, 13 miRNAs were only detected in RC-MVs but not RC-cells; 10 other miRNAs were found to have at least more than 2-fold enrichment in RC-MVs, which included miR-150-5p, miR-126a-3p, and miR-129-2-3p. Conversely, miRNA expression levels within the cells that were elevated compared to MVs included miR-29b-3p, miR-503-5p, and miR-27a-3p. We also obtained a global view of RC-MV small RNA using high throughput, unbiased RNA-Seq and compared the results to parent chondrocytes (Fig. 3A). 

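Small RNA was sequenced from 1 library of RC-MVs and 1 library of RC-cells, the resting zone chondrocytes of rat costochondral cartilage that produced them, both at passage 4. The authors aligned the reads to the rat genome with Bowtie2 and counted them per annotated miRNA with miARma-Seq, and they deposited these counts without normalization. The RC-MV library held 1108821 miRNA reads and the RC-cell library 6517329, so that the cells were sequenced 5.88 times as deeply in miRNAs. The deposited counts covered 774 annotated loci with 740 miRNA names, and counts of the same mature miRNA from several loci, which affected 28 names, were added together. At least 1 read was found for 431 miRNAs in RC-MVs and for 496 miRNAs in RC-cells, and at least 10 reads for 304 and 390 miRNAs, respectively. The smallest share that 3 reads could show was 0.000271% of miRNA reads in RC-MVs and 4.60e-05% in RC-cells. Each count was divided by all miRNA reads of its library, as in the paper, and enrichment was the ratio of these percents. With 1 library per group there was no replicate check of any difference and no p-value was computed. Intervals at the 95% level for a share of reads (Wilson method) and for a ratio (exact Clopper-Pearson method) describe counting error only. PCR copies of one molecule were counted as separate reads. A Wilson interval for a share of miRNAs treats miRNAs as independent draws, which they are not, and leaves out the counting error of reads. Reads of near-identical miRNAs, such as members of the let-7 family, are uncertain because the counting could have split them between loci.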

The annotated small RNAs in RC-MVs included rRNA (20.55%), transfer RNA (12.01%), miRNAs (6.08%), and non-coding RNA like snoRNA, Y_RNA, etc (9.57%). In contrast, chondrocytes had significantly more miRNAs (10.54%).

**Table 2:** miRNAs with different expression levels between RC-MVs and RC-cells in miRNA PCR array.

miRNA unique in RC-MVs	miRNAs shared in RC-MVs and RC-cells		miRNA unique in RC-MVs
miRNA	miRNAs	Fold_change	miRNA
***rno-miR-451-5p***	***rno-miR-150-5p***	**10**.**23**	rno-miR-27a-3p
***rno-miR-223-3p***	***rno-miR-126a-3p***	**6**.**73**	rno-miR-219-5p
***rno-miR-142-3p***	*rno-miR-129-2-3p*	4.61	rno-miR-190a-5p
***rno-miR-122-5p***	*rno-miR-10a-5p*	3.45	rno-miR-147
*rno-miR-139-5p*	*rno-miR-125a-3p*	2.75	rno-miR-325-3p
*rno-miR-339-5p*	*rno-miR-490-3p*	2.16	rno-miR-499-5p
*rno-miR-142-5p*	*rno-miR-186-5p*	2.14	rno-miR-598-3p
*rno-miR-144-3p*	*rno-miR-196b-5p*	2.12	rno-miR-196a-5p
*rno-miR-211-5p*	*rno-miR-34b-3p*	2.11	rno-miR-298-5p
*rno-miR-133a-3p*	*rno-miR-132-3p*	2.04	rno-miR-181d-5p
*rno-miR-133b-3p*	rno-miR-136-5p	−2.07	rno-miR-540-5p
*rno-miR-200c-3p*	rno-miR-218a-5p	−2.15	rno-miR-203a-3p
*rno-miR-330-5p*	rno-miR-324-5p	−2.15	rno-miR-130b-3p
	rno-miR-193-3p	−2.18	rno-miR-384-5p
	rno-let-7i-5p	−2.38	rno-miR-384-3p
	rno-miR-29c-3p	−2.40	rno-miR-296-5p
	rno-miR-301a-3p	−2.51	rno-miR-135a-5p
	rno-miR-210-3p	−2.52	rno-miR-187-3p
	rno-miR-376a-3p	−2.54	rno-miR-291a-5p
	rno-miR-195-5p	−2.58	rno-miR-181c-5p
	rno-miR-34c-5p	−2.71	rno-miR-342-5p
	rno-miR-32-5p	−4.21	
	rno-miR-503-5p	−4.59	
	rno-miR-29b-3p	−5.65	
	rno-miR-33-5p	−5.80	
	rno-miR-34b-5p	−6.35	

Note: miRNAs that were only detected in MVs from resting zone chondrocytes were shown in the left column. miRNAs that were only detected in the resting zone chondrocytes were shown in the right column. miRNAs that were detected both in resting zone MVs and cells, but with at least a 2-fold change and p < 0.05 were shown in the middle column. miRNAs that are in Italic area: highly enriched in RC MVs. miRNAs that in underline area: mostly remained in RC cells. miRNAs highlighted in bold italic were selected for further validation by RT-PCR.

**Figure 3:**
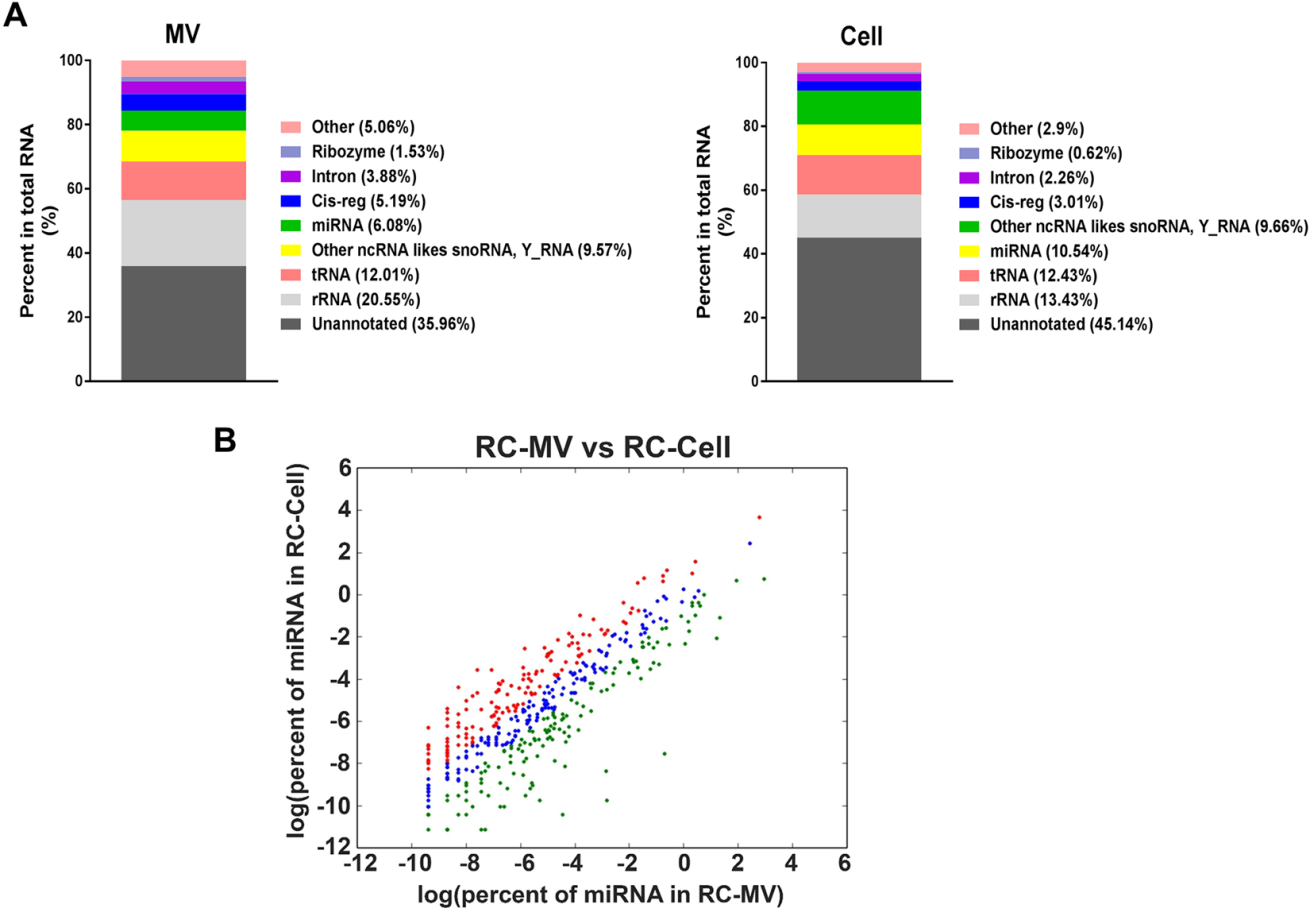
The profiles of small RNAs in RC-MVs and parent cells. (**A**) Complex populations of coding and non-coding small RNAs were found in RC-MVs in proportions that were distinct from those in the RC cells. (**B**) miRNAs in RC-MVs and RC-cells identified by RNA-seq were plotted. Red dots represent miRNAs with at least a 2-fold expression level increase in MVs than those in cells. Green dots represent miRNAs with more than a 2-fold expression level increase in cells than that in MVs. Blue indicates the overlap between these two groups. A large number of miRNAs were differentially expressed between RC-MVs and RC-cells.

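In RC-MVs, 4 miRNAs made up 50% of all miRNA reads and 34 miRNAs made up 90%. In RC-cells, the same shares were reached with 2 and 33 miRNAs. The 10 most abundant miRNAs held 70.2% of the miRNA reads in RC-MVs and 74.5% in RC-cells, and the 20 most abundant held 83.0% and 83.7%, respectively.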

When the RC-MV miRNA pool was examined more closely, we determined that it was dominated by a small number of miRNAs. The most abundant miRNA in RC-MVs was miR-22-3p, which accounted for 20.27% of the total miRNA reads, followed by miR-21-5p (17.21%) and miR-143-3p (11.77%). 

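In the RC-MV library, miR-22-3p (gene Mir22 on chromosome 10) had 224720 reads, a share with a 95% interval from 20.2% to 20.3%. It was followed by miR-21-5p (Mir21, chromosome 10) with 190801 reads and an interval from 17.1% to 17.3%, and by miR-143-3p (Mir143, chromosome 18) with 130495 reads and an interval from 11.7% to 11.8%. These intervals did not overlap. The miRNA ranked next, miR-127-3p on chromosome 6, held 6.84% of the miRNA reads.

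**Figure D1:**
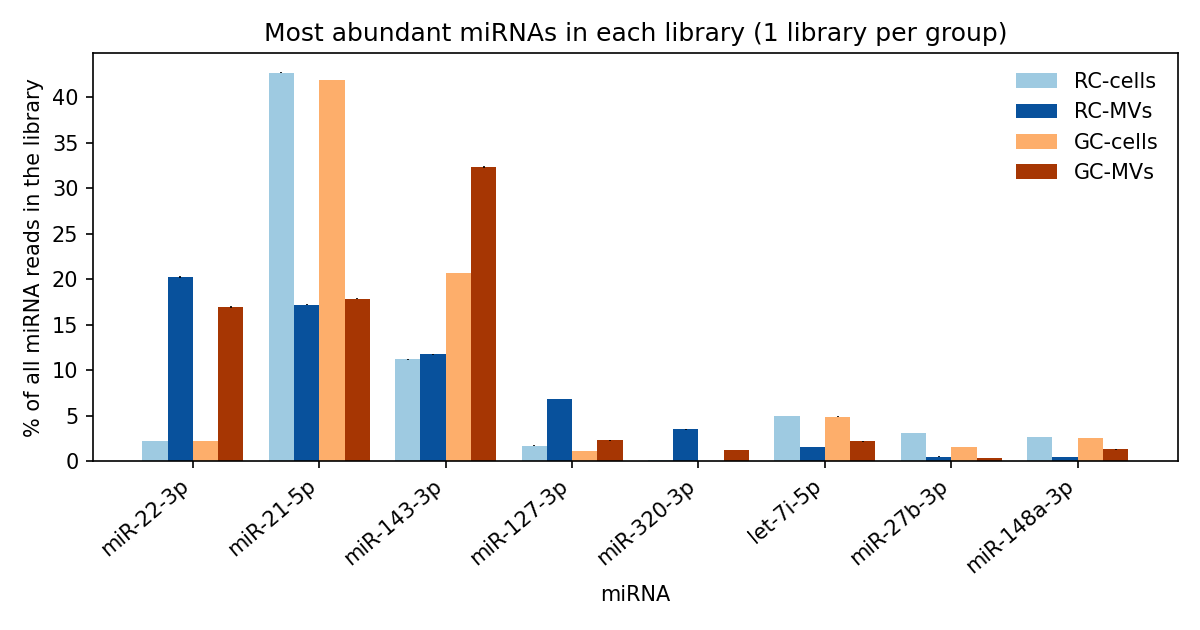
Percent of all miRNA reads (vertical axis) held by each miRNA that ranked among the 5 most abundant in any library, in 1 library each of RC-cells, RC-MVs, GC-cells and GC-MVs, with 95% Wilson intervals as error bars that are mostly narrower than the line. The bar of miR-22-3p is at 2.23% in RC-cells and 17.0% in GC-MVs.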

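Together, miR-22-3p, miR-21-5p and miR-143-3p accounted for 49.2% of the miRNA reads in RC-MVs (95% interval from 49.1% to 49.3%). In RC-cells, the 3 most abundant miRNAs were miR-21-5p with 42.7%, miR-143-3p with 11.2% and let-7i-5p (Mirlet7i, chromosome 7) with 5.00%, which added up to 58.9% (95% interval from 58.87% to 58.95%). The share of miR-22-3p was 9.10-fold higher in RC-MVs than in RC-cells, whereas miR-143-3p ranked among the 3 most abundant miRNAs of both libraries.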

The top 3 most abundant miRNAs occupied over 50% of the miRNA pool (Table 3), which was similar to that of the parent cell miRNA pool (Table 4). However, we also found distinct differences in the miRNA profile between RC-MVs and RC-cells (Fig. 3B). 

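Across the 293 miRNAs with at least 10 reads in both libraries, the percents in RC-MVs and RC-cells had a Spearman rho of 0.79, given as a description across miRNAs, which are not independent replicates. The median absolute log2 ratio of these miRNAs was 1.31, and the 90th percentile was 3.07. There were 17 miRNAs with reads in RC-MVs only, none with more than 6 reads, and 82 miRNAs with reads in RC-cells only, with up to 333 reads in the deeper library. A difference in detection between libraries of such different depth was not interpreted for miRNAs with few reads. The paper states that the miRNA profile of RC-MVs was distinct from that of RC-cells (Fig. 3B).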

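There were 414 miRNAs with at least 1 read in both RC-MVs and RC-cells. The share of miRNA reads was at least 2-fold higher in RC-MVs for 139 of them, or 33.6%, and at least 2-fold lower for 126, or 30.4%. Together, 265 miRNAs (64.0%; 95% Wilson interval from 59.3% to 68.5%) differed by at least 2-fold. Requiring the whole 95% interval of the ratio to lie beyond 2-fold left 97 miRNAs higher and 82 lower in RC-MVs.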

139 (32.1%) miRNAs were found to be enriched in MVs by at least two-fold. 

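Among miRNAs with at least 10 reads in both libraries, the largest ratio of RC-MVs to RC-cells was that of miR-122-5p (Mir122, chromosome 18), with 4447 reads in RC-MVs and 32 in RC-cells. Its share was 817-fold higher in RC-MVs (95% interval from 578 to 1196). The next was miR-320-3p (Mir320a, chromosome 15), which was 27.1-fold higher (26.5 to 27.8). The miRNAs miR-92a-1-5p and miR-490-3p were both 23.5-fold higher, with intervals from 11.9 to 50.5 for miR-92a-1-5p and from 15.0 to 38.0 for miR-490-3p. The fifth, miR-615, was 12.8-fold higher. With fewer than 10 reads in RC-cells, miR-451-5p had 681 reads in RC-MVs against 5, a ratio of 801 with a wide interval from 341 to 2473. For miR-144-3p, which had 2 reads in RC-cells and 144 in RC-MVs, the enrichment is given as at least 282-fold, set against 3 reads, and the 95% interval of the ratio of its own counts ran from 115 to 3528. In the opposite direction, miR-411-3p was 44.7-fold lower in RC-MVs than in RC-cells (95% interval from 26.1 to 84.0), and miR-374-5p was 32.3-fold lower. The 20 miRNAs listed in Table 5 had at least 71 reads in RC-MVs, and for each of them the lower end of the interval was above 2-fold. For 11 of them, the RC-cell library held fewer than 100 reads.

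**Figure D2:**
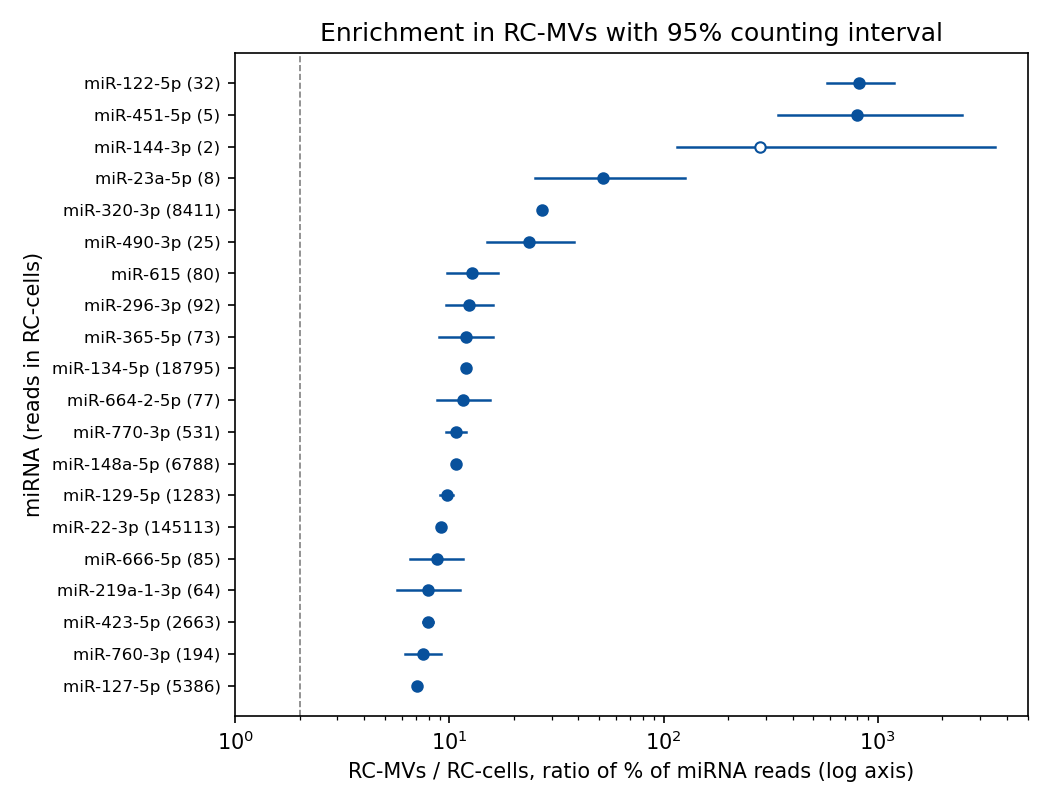
Ratio of the percent of miRNA reads in RC-MVs to that in RC-cells (horizontal log axis) for the 20 miRNAs of Table 5, with the reads in RC-cells in parentheses, 1 library per group. Points are ratios, lines are 95% exact intervals for counting error, the open circle is a fold set against 3 reads, drawn on the interval of its own counts, and the dashed line marks 2-fold. All intervals lie to the right of 2-fold, and the widest belong to the miRNAs with the fewest reads in RC-cells.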

The top 20 most RC-MV enriched miRNAs (compared to RC-cells) identified from RNA sequencing are listed in Table 5. We validated these findings using real time PCR. 6 RC-MV miRNAs (miR-451-5p, miR-223-3p, miR-122-5p, miR-142-3p, miR-150-5p, miR-126a-3p) were selected because they were only detected or were highly enriched in RC-MV based on the PCR-array (Table 2, highlighted in red). We confirmed that these miRNAs were expressed at significantly higher levels in RC-MV compared to RC-Cell (Fig. 4), suggesting that the packaging of miRNAs into resting zone chondrocyte matrix vesicles is a selective process.

**Table 3:** Top 20 most abundant miRNAs in RC-MV.

miRNA	% in RC-MVs
rno-miR-22-3p	20.27
rno-miR-21-5p	17.21
rno-miR-143-3p	11.77
rno-miR-127-3p	6.84
rno-miR-320-3p	3.50
rno-miR-134-5p	3.43
rno-miR-541-5p	1.93
rno-let-7c-5p	1.88
rno-miR-152-3p	1.77
rno-let-7b-5p	1.62
rno-let-7i-5p	1.54
rno-miR-381-3p	1.50
rno-miR-100-5p	1.49
rno-miR-99b-5p	1.36
rno-miR-370-3p	1.27
rno-miR-181a-5p	1.26
rno-miR-341	1.22
rno-miR-148a-5p	1.12
rno-miR-125b-5p	1.03
rno-miR-140-3p	0.95

**Table 4:** Top 20 most abundant miRNAs in RC-cells.

miRNA	% in RC-Cells
rno-miR-21-5p	42.70
rno-miR-143-3p	11.21
rno-let-7i-5p	5.00
rno-miR-27b-3p	3.11
rno-miR-148a-3p	2.67
rno-let-7f-5p	2.35
rno-miR-22-3p	2.23
rno-miR-199a-5p	2.07
rno-miR-127-3p	1.73
rno-miR-199a-3p	1.46
rno-miR-125b-5p	1.34
rno-let-7c-5p	1.34
rno-miR-24-3p	0.96
rno-miR-100-5p	0.91
rno-miR-26a-5p	0.91
rno-miR-30a-5p	0.79
rno-miR-379-5p	0.77
rno-miR-152-3p	0.75
rno-let-7g-5p	0.73
rno-miR-99b-5p	0.67

**Table 5:** Top 20 selectively packaged miRNAs in MVs in RNA sequencing.

miRNA	% in RC-MVs	% in RC-Cells	Fold enrichment in MVs
rno-miR-122-5p	4.01E − 01	4.91E − 04	816.82
rno-miR-451-5p	6.14E − 02	7.67E − 05	800.54
rno-miR-144-3p	1.30E − 02	3.07E − 05	423.20
rno-miR-23a-5p	6.40E − 03	1.23E − 04	52.16
rno-miR-320-3p	3.50E + 00	1.29E − 01	27.10
rno-miR-490-3p	9.02E − 03	3.84E − 04	23.51
rno-miR-615	1.57E − 02	1.23E − 03	12.78
rno-miR-296-3p	1.75E − 02	1.41E − 03	12.39
rno-miR-365-5p	1.33E − 02	1.12E − 03	11.92
rno-miR-134-5p	3.43E + 00	2.88E − 01	11.90
rno-miR-664-2-5p	1.37E − 02	1.18E − 03	11.60
rno-miR-770-3p	8.78E − 02	8.15E − 03	10.78
rno-miR-148a-5p	1.12E + 00	1.04E − 01	10.76
rno-miR-129-5p	1.91E − 01	1.97E − 02	9.72
rno-miR-22-3p	2.03E + 01	2.23E + 00	9.10
rno-miR-666-5p	1.14E − 02	1.30E − 03	8.71
rno-miR-219a-1-3p	7.85E − 03	9.82E − 04	7.99
rno-miR-423-5p	3.24E − 01	4.09E − 02	7.94
rno-miR-760-3p	2.24E − 02	2.98E − 03	7.51
rno-miR-127-5p	5.82E − 01	8.26E − 02	7.05

**Figure 4:**
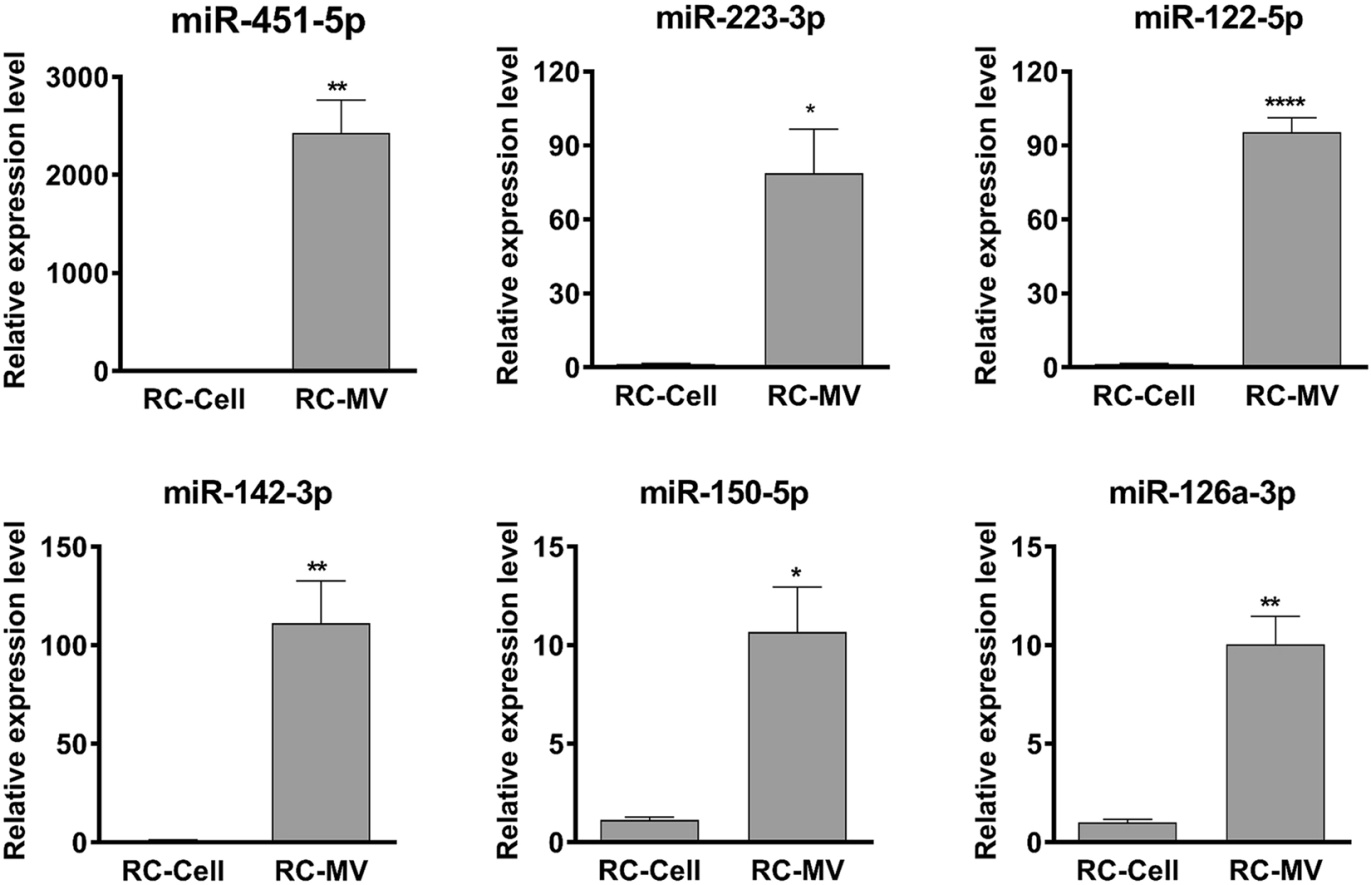
Validation of the miRNA enriched in RC-MVs compared with parent cells. Six miRNAs (miR-451-5p, miR-223-3p, miR-122-5p, miR-142-3p, miR-150-5p, miR-126a-3p) were selected for RT-qPCR assays. Consistent with previous array results, the expression of all these miRNAs were significantly higher in MVs compared to cells. These results suggest that certain miRNAs are selectively exported into MVs. *p < 0.05 in t-test. **p < 0.01 in t-test. ****p < 0.0001 in t-test (n = 3).

### Functional annotation of RC-MV enriched miRNAs

miRNAs function by binding to target mRNAs and inhibiting their translation or promoting degradation. We identified the target genes of the top most enriched miRNA in RC-MVs and analyze the signaling pathways that are potentially involved. Based on results from KEGG signaling pathway analysis, key functions of target genes included roles in stem cell regulation, Hippo signaling, Wnt signaling, Rap1 signaling, ErbB signaling, focal adhesion, and cell cycle, many of which have been shown to be involved in chondrocyte proliferation and differentiation (Table 6).

**Table 6:** KEGG pathways targeted by the top 10 RC-MV enriched miRNAs.

KEGG pathway	*P* value
Axon guidance	2.30E − 13
Signaling pathways regulating pluripotency of stem cells	6.70E − 13
Hippo signaling pathway	2.60E − 12
Wnt signaling pathway	3.20E − 09
Focal adhesion	6.80E − 09
MAPK signaling pathway	1.30E − 08
Thyroid hormone signaling pathway	3.50E − 08
PI3K-Akt signaling pathway	1.40E − 07
Rap1 signaling pathway	1.60E − 07
TGF-beta signaling pathway	3.00E − 07
cAMP signaling pathway	7.40E − 07
ErbB signaling pathway	8.20E − 07
cGMP-PKG signaling pathway	2.30E − 06
Calcium signaling pathway	2.50E − 06
Endocytosis	3.50E − 06
Oxytocin signaling pathway	3.60E − 06
Neurotrophin signaling pathway	4.30E − 06
Ras signaling pathway	5.90E − 06
Circadian entrainment	7.80E − 06
Insulin resistance	1.40E − 05
Dorso-ventral axis formation	1.70E − 05

### MV miRNA component is dependent on the cell maturation status

We have previously shown distinct differences in MVs that can be ascribed to the level of chondrocyte maturation. We recently reported that GC-MVs were packed with selective miRNAs. Based on these studies, we hypothesized that miRNAs were selectively packed into RC and GC MVs. To investigate unique maturation-dependent differences, we compared the PCR array results of RC-MVs to those of GC-MVs. In the 182 miRNAs detected, 10 miRNAs were identified in GC-MVs and 7 were found in RC-MVs (Fig. 5A). 35 miRNAs were differently expressed between RC-MVs and GC-MVs with at least a more than 2-fold difference (increase or decrease) (Table 7). We also identified a group of miRNAs that showed different expression levels between RC cells and GC cells (Table 8). Using principle component analysis, we observed differences between RC-MVs (purple dots, top left) and GC-MVs (green dots, bottom left) (Fig. 5B). While 39% of miRNAs showed differential expression level with more than 2-fold difference between RC-MVs (green dots, circled) and GC-MVs (red dots, circled), we observed a unique separation between these miRNA (Fig. 5C), further supporting our hypothesis. Therefore, the selective packaging of miRNAs into MVs exhibits spatial and maturation dependence. 

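The same counting was available for 1 library of GC-MVs, with 982543 miRNA reads, and 1 library of GC-cells, the growth zone chondrocytes, with 7414467 miRNA reads. At least 1 read was found for 431 miRNAs in GC-MVs and for 501 in GC-cells. The libraries of RC-MVs and GC-MVs were close in depth, and 3 reads were 0.000305% of the miRNA reads in GC-MVs. As for the resting zone, no replicates were sequenced and counts of the same mature miRNA were added together. Of the 397 miRNAs with reads in both MV libraries, 156 (39.3%; 95% Wilson interval from 34.6% to 44.2%) differed by at least 2-fold. They were 98 miRNAs higher in RC-MVs and 58 higher in GC-MVs, so that 62.8% of the differences were higher in RC-MVs. This split depended on the scaling. With edgeR's TMM normalization, which moved all log2 ratios by -0.20, 51.0% of the differences were higher in RC-MVs. With DESeq2's size factors, which moved them by -0.25, the figure was 46.4%. When miR-21-5p, miR-22-3p and miR-143-3p were left out of the total, it was 24.7%. Under these 3 scalings the share of miRNAs that differed stayed between 36.5% and 41.1%. Requiring the whole 95% interval beyond 2-fold lowered the share to 15.4%.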

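Among miRNAs with at least 10 reads in both MV libraries, the largest ratio in favour of RC-MVs was that of miR-351 (Mir351, chromosome X), with 1319 reads in RC-MVs and 108 in GC-MVs, a 10.8-fold difference (95% interval from 8.89 to 13.3). It was followed by miR-127-5p, which was 5.27-fold higher in RC-MVs (4.94 to 5.63). In favour of GC-MVs, miR-10a-5p (Mir10a, chromosome 10) had 579 reads in RC-MVs and 3812 in GC-MVs, a 7.43-fold difference (95% interval from 6.81 to 8.12). The miRNAs miR-139-5p and miR-16-5p were 5.56-fold and 5.52-fold higher in GC-MVs. From the miRNAs that separated RC-MVs from GC-MVs, the paper concludes that miRNA packaging into MVs depends on the zone and maturation of the cells. A ratio between the MV libraries alone cannot tell packaging from the miRNA content of the cells. The cells differed in the same direction for miR-10a-5p, miR-139-5p, miR-127-5p and miR-351, which had 5430 reads in RC-cells and 1575 in GC-cells. For miR-16-5p they did not, with 3856 reads in RC-cells and 3582 in the deeper GC-cell library.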

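Of the 474 miRNAs with reads in both RC-cells and GC-cells, 92 (19.4%; 95% Wilson interval from 16.1% to 23.2%) differed by at least 2-fold, with 65 higher in RC-cells and 27 higher in GC-cells. The cell libraries were deeper than the MV libraries, which lowers the counting error of their ratios. After all 4 libraries were thinned at random to the depth of the smallest, 25.5% of miRNAs differed between the cells and 42.2% between the MVs (means of 100 draws). With at least 10 reads required in both libraries, the shares were 13.2% between the cells and 35.8% between the MVs. The direction of the differences between the cells depended on the scaling, as 70.7% of them were higher in RC-cells with percents of miRNA reads, 40.0% with TMM normalization and 37.6% with size factors. Leaving the 3 most abundant RC-MV miRNAs out of the total gave 41.2%. The largest difference with at least 10 reads in both libraries was that of miR-10a-5p, with 5273 reads in RC-cells and 48677 in GC-cells, an 8.11-fold higher share in GC-cells (95% interval from 7.89 to 8.35). In favour of RC-cells, the star strand of miR-503 was 6.92-fold higher (4.43 to 11.3) and miR-503 itself 5.02-fold higher.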

Interestingly, less miRNAs were found differentially expressed between RC-cells and GC-cells than between RC-MVs and GC-MVs (Fig. 5C), suggesting more heterogeneous miRNA profiles exist in the extracellular vesicles than that in the cytoplasm. It is worth mentioning that the difference between RC-MVs and GC-MVs was less dramatic than between RC-MVs and RC-cells or between GC-MVs and GC-cell, since the distance at the x-axis represents the most prominent difference followed by the distance at the y-axis. This indicates that the difference between MVs and the cells that produce them is more significant than that between two cell maturation statuses (RC vs. GC) (Fig. 5C).

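Between GC-MVs and GC-cells, 417 miRNAs had reads in both libraries and 239 of them (57.3%; 95% Wilson interval from 52.5% to 62.0%) differed by at least 2-fold. Over miRNAs with at least 10 reads in both libraries of a comparison, the median absolute log2 ratio was 1.06 between GC-MVs and GC-cells, 0.64 between RC-MVs and GC-MVs, and 0.49 between RC-cells and GC-cells. Each comparison rests on 1 library per group, so that the order of these medians has no replicate check. The paper reasons from the distances along the x-axis and y-axis, which Fig. 5B shows for a principal component analysis of the PCR array, that MVs differed more from the cells that produce them than the zones differed from each other.

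**Figure D3:**
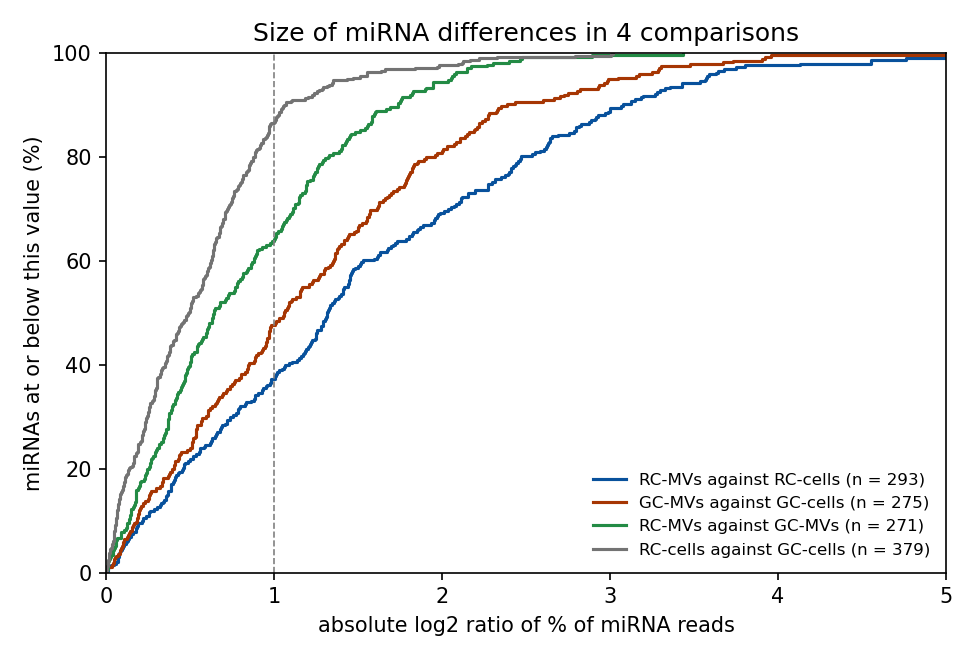
Cumulative percent of miRNAs (vertical axis) by the absolute log2 ratio of their percents of miRNA reads (horizontal axis, drawn to 5) in 4 comparisons of 1 library each, for miRNAs with at least 10 reads in both libraries. The dashed line marks a 2-fold difference, which was reached by 62.8% of miRNAs between RC-MVs and RC-cells and 52.4% between GC-MVs and GC-cells.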

**Figure 5:**
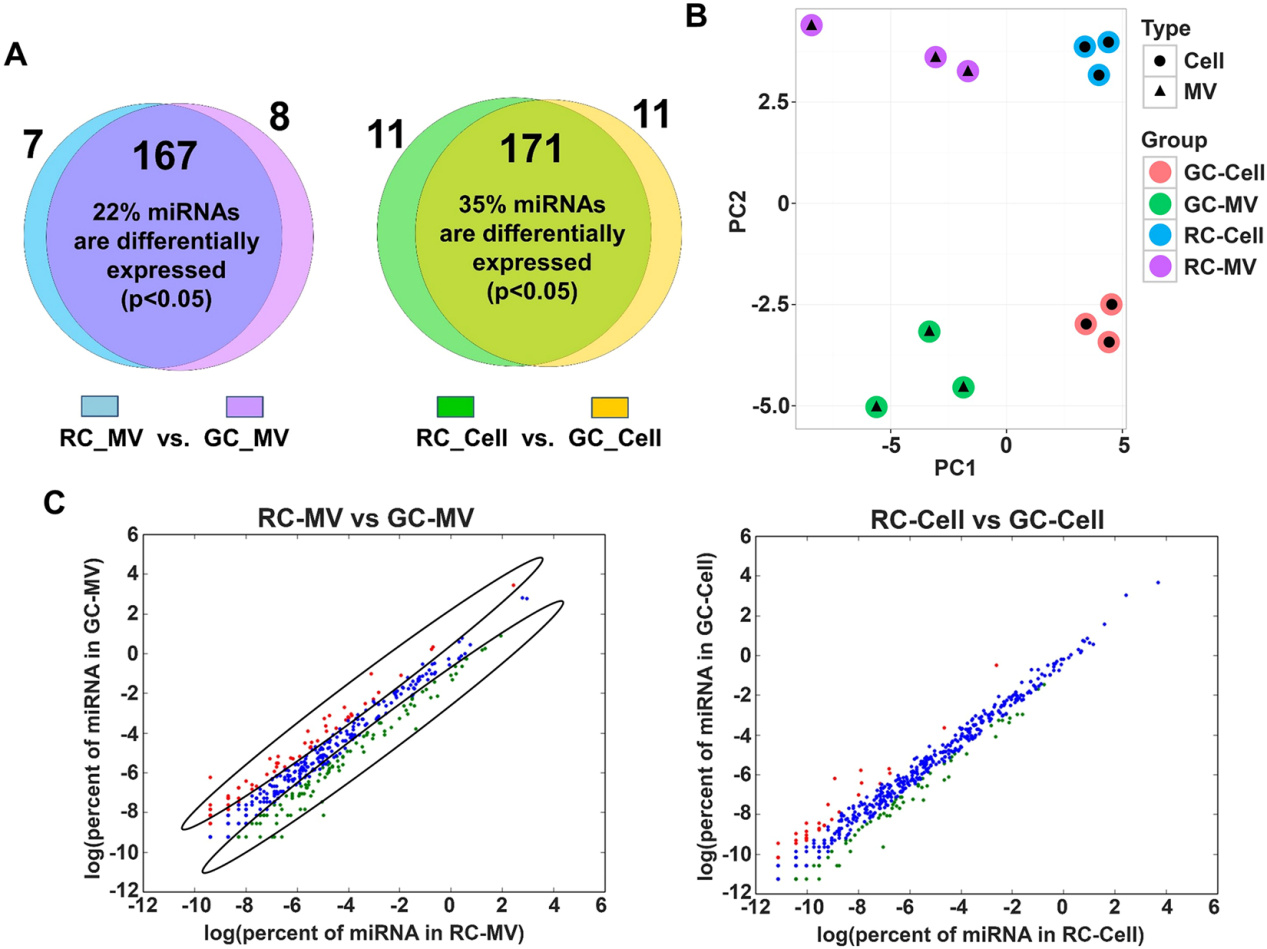
Distinct differences in the miRNAs between RC-MVs and GC-MVs. (**A**) Different miRNAs patterns were identified from PCR-array between two maturation status of chondrocytes, both in MVs and the parent cells. (**B**) Principal component analysis (PCA) of the miRNA PCR-array data for all the four different types of samples: RC-MVs, RC-cells, GC-MVs and GC-cells. The differences among these samples were clear, as larger difference showed on the x-axis direction compared to that on the y-axis. This suggests that the differences between MVs and cells were larger than between two different cell maturation stages. (**C**) Left panel: miRNAs in RC-MVs and GC-MVs identified by RNA-seq were plotted. Red dots represent miRNAs with at least a 2-fold expression level increase in GC-MVs than in RC-MVs. Green dots represent miRNAs with a more than 2-fold expression level increase in RC-MVs than in GC-MVs. Blue indicates the overlap between these two groups. A large number of miRNAs were differentially expressed between RC-MVs and GC-MVs. Right panel: similar comparison was done between RC-cells and GC-cells. Interestingly, the difference between RC-cells and GC-cells was not as large as that was seen between RC-MVs and GC-MVs.

**Table 7:** miRNAs with different expression levels between RC-MVs and GC-MVs in miRNA PCR array.

miRNA unique in RC-MVs	miRNAs shared in RC-MVs and GC-MVs		miRNA unique in GC-MVs
miRNA	miRNAs	Fold_change	miRNA
**rno-miR-380-5p**	**rno-miR-503-5p**	**8.73**	rno-miR-325-3p
**rno-miR-200c-3p**	**rno-miR-672-5p**	**4.31**	rno-miR-326-3p
**rno-miR-874-3p**	**rno-miR-450a-5p**	**3.85**	rno-miR-219-5p
**rno-miR-339-3p**	**rno-miR-204-5p**	**3.10**	rno-miR-298-5p
**rno-miR-340-3p**	**rno-miR-322-5p**	**2.78**	rno-miR-130b-3p
**rno-miR-186-5p**	**rno-miR-668**	**2.78**	rno-miR-760-3p
**rno-miR-212-3p**	**rno-miR-362-5p**	**2.37**	rno-miR-598-3p
	**rno-miR-125a-3p**	**2.37**	rno-miR-181c-5p
	**rno-miR-329-3p**	**2.29**	rno-miR-592
	**rno-miR-181b-5p**	**2.14**	rno-miR-499-5p
	rno-miR-130a-3p	−2.01	
	rno-miR-129-5p	−2.05	
	rno-miR-20a-5p	−2.11	
	rno-miR-133a-3p	−2.17	
	rno-miR-365-3p	−2.29	
	rno-miR-18a-5p	−2.30	
	rno-miR-143-3p	−2.39	
	rno-miR-150-5p	−2.40	
	rno-miR-195-5p	−2.48	
	rno-miR-451-5p	−2.55	
	rno-miR-497-5p	−2.57	
	rno-miR-223-3p	−2.57	
	rno-miR-582-5p	−2.60	
	rno-miR-132-3p	−2.63	
	rno-miR-133b-3p	−2.65	
	rno-miR-29b-3p	−2.74	
	rno-miR-192-5p	−2.76	
	rno-miR-126a-3p	−2.81	
	rno-miR-210-3p	−2.83	
	rno-miR-122-5p	−2.88	
	rno-miR-142-5p	−3.07	
	rno-miR-142-3p	−3.57	
	rno-miR-139-5p	−3.69	
	rno-miR-144-3p	−4.78	
	rno-miR-10a-5p	−5.93	

Note: miRNAs that were only detected in MVs from RC were shown in the left column. miRNAs that were only detected in MVs from GC were shown in the right column. miRNAs that were detected in MVs from both RC and GC cells, but with at least a 2-fold change and p < 0.05 were shown in the middle column. miRNAs that are bold area: highly enriched in RC-MVs. miRNAs that in underline area: mostly enriched in GC-MVs.

**Table 8:** miRNAs with different expression levels between RC-cells and GC-cells in miRNA PCR array.

miRNA unique in RC-cells	miRNAs shared in RC-cells and GC-cells		miRNA unique in GC-cells
miRNA	miRNAs	Fold_change	miRNA
**rno-miR-203a-3p**	**rno-miR-503-5p**	**4.62**	rno-miR-339-5p
**rno-miR-384-5p**	**rno-miR-204-5p**	**4.31**	rno-miR-139-5p
**rno-miR-135a-5p**	**rno-miR-380-5p**	**3.64**	rno-miR-211-5p
**rno-miR-335**	**rno-miR-450a-5p**	**3.60**	rno-miR-760-3p
**rno-miR-384-3p**	**rno-miR-322-5p**	**3.07**	rno-miR-592
**rno-miR-291a-5p**	**rno-miR-542-5p**	**2.69**	rno-miR-142-3p
**rno-miR-27a-3p**	**rno-miR-376c-3p**	**2.02**	rno-miR-330-5p
**rno-miR-147**	rno-miR-143-3p	−2.21	rno-miR-182
**rno-miR-339-3p**	rno-miR-449a-5p	−2.27	rno-miR-326-3p
**rno-miR-484**	rno-miR-17-5p	−2.27	rno-miR-141-3p
	rno-miR-497-5p	−2.38	rno-miR-206-3p
	rno-miR-132-3p	−2.54	
	rno-miR-296-5p	−2.69	
	rno-miR-196b-5p	−2.73	
	rno-miR-582-5p	−4.06	
	rno-miR-298-5p	−4.85	
	rno-miR-10a-5p	−10.69	

Note: miRNAs that were only detected in RC cells were shown in the left column. miRNAs that were only detected in GC cells were shown in the right column. miRNAs that were detected in cells from both RC and GC, but with at least a 2-fold change and p < 0.05 were shown in the middle column. miRNAs that are in bold area: highly enriched in RC-cells. miRNAs that in underline area: mostly enriched in GC-cells.

To further validate our observations in miRNA PCR-array and RNA-Seq, we selected a set of miRNAs that are highly expressed in RC-MVs and performed RT-qPCR to compare their expression levels between RC-MVs and GC-MVs. Although we did not observe significant differences in some of the selected miRNAs such as miR126a-3p and miR-451-5p, higher expression levels of miR-122-5p and miR-150-5p were consistently seen in RC-MVs compared with GC-MVs (Fig. 6). This further suggests that cells at different maturation status produced different matrix vesicles with different miRNA contents.

**Figure 6:**
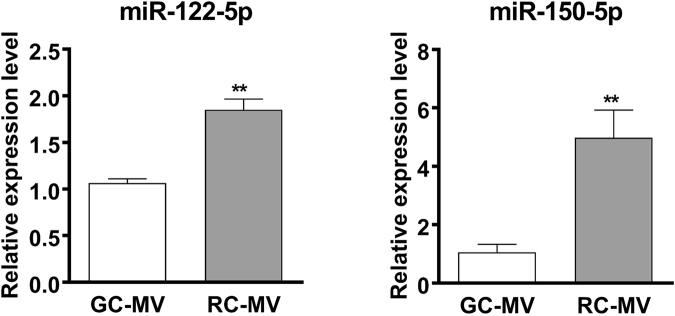
RT-qPCR was used to further validate the differences in miRNA expression between RC-MVs and GC-MVs. miR-122-5p and miR-150-5p had significantly higher expression levels in RC-MVs than GC-MVs, suggesting the miRNAs contents in MVs are associated with the cell maturation status. **p < 0.01 in t-test. (n = 6).

## Discussion

In this study, we demonstrate that RNA exists in MVs produced by costochondral growth plate resting zone cartilage cells. This RNA is packaged by the cells within the extracellular matrisomes and is protected by the MV membrane. RNase treatment of intact RC MVs didn’t digest their RNA component, however significant degradation occurred after the membrane was disrupted by Triton X-100. Moreover, a set of miRNAs was specifically enriched in the MVs, further supporting the hypothesis that their inclusion involves a regulated process.

A variety of RNA species were found in RC-MVs, similar to RNA species found in MVs produced by GC chondrocytes^38^. The majority of the RNA pool in RC-MVs was rRNA and tRNA. It is still not clear the biological meaning of these RNAs in the regulation of extracellular matrix and cell behavior. Recently, it was reported that tRNAs can be cleaved into small fragments that can also function as miRNAs^39^. Despite these similarities, however, PCR array and RNA-Seq showed that a large group of miRNAs was differentially expressed in MVs from RC and GC cells. Individual RT-PCR confirmed that there were significant differences in some miRNAs, such as miR-122-5p and miR-150-5p.

Chondrocytes at different maturation states in the growth plate not only produce zone-specific extracellular matrix^3,40–42^, but as noted above, their matrix vesicles differ in phospholipid profile^3^, enzyme content^3–5^, and response to hormones^11,20,28^. Our results add to this by demonstrating maturation-dependent differences in miRNA composition. This suggests that MV miRNAs may be involved in the regulation of zone-specific phenotypic behavior of the cells. Our previous observation that release of matrix vesicle contents is mediated by regulated secretion of 1α,25(OH)_2_D_3_ and 24R,25(OH)_2_D_3_ and their interaction with the MV membrane^5,43–45^, provides a mechanism for modulating the bioavailability of the miRNAs during endochondral development.

The relative differences between miRNA in RC and GC cells and the differences between RC-cells and RC-MVs or GC-cells and GC-MVs were greater than the differences between RC-MVs and GC-MVs. Chondrocytes in the resting zone of the growth plate will eventually express a growth zone phenotype, so it is likely that the phenotypic shift involves only a subset of components. MV species are heterogeneous^46^, so it is also possible that not all MVs are uniformly modulated during growth plate development.

Further investigation is needed to determine whether there are general properties that define matrisomes or if they are tissue or cell specific. Others have reported the presence of RNA in the extracellular matrix of mineralizing tissues^47^, and miRNAs have been found in dermis, bladder and small intestinal submucosa, which are associated with extracellular matrix-bound nanovesicles^48^. Compared to other extracellular vesicles such as exosomes, MVs are unique in many ways. MVs have a strong affinity to collagen and stay in the extracellular matrix, while exosomes are released into the culture media^3,38^. The biogenesis mechanisms of MVs and exosomes are different as well. MVs are formed by a cell “budding” mechanism, but exosomes are formed through membrane invagination^49^. MVs released by resting zone and growth zone chondrocytes also express higher alkaline phosphatase activity than the plasma membrane and compared to membrane vesicles they secrete into the medium^3^. Furthermore, the heterogeneity of matrix vesicles produced by chondrocytes^46^, indicates that they may perform multiple functions in the extracellular matrix. A recent study also found that mesenchymal stem cells secret at least three different types of microvescicles with different RNA material^50^, raising the possibility that miRNAs may be differentially packaged in subsets of matrisomes and exosomes to modulate specific cell functions.

Extracellular miRNAs, exosomal miRNAs in particular, have been shown to play an important role in cell–cell communication in physiological and pathological processes^37^. Similarly, MV miRNAs may also function as a modulator during chondrogenesis by transferring to other cells in the local environment in an autocrine or paracrine manner, and thereby, regulating their gene expression and biological behavior. Functional analysis suggests that MV miRNAs are associated with stem cell regulation. miR-122-5p, which has been related to liver function and HCV infection^51^, was more highly expressed in RC-MVs than GC-MVS. Others have shown that miR-122-5p targets the IGF-1R signaling pathway, which is a major player in the musculoskeletal system^52^. Our preliminary data showed that overexpression of miR-122-5p enhanced chondrocyte proliferation and maintained the stemness of these cells (data not shown). miR-150-5p, which is also higher in RC-MVs was reported to target matrix metalloproteinases^53,54^. Therefore, RC-MV enriched miRNAs may help maintain the local environment needed for RC cells to maintain a stronger proliferative capability than GC cells.

In conclusion, we demonstrated that RNA is present in MVs derived from resting zone chondrocytes, and selective miRNAs are enriched. We also observed that miRNAs are differentially expressed between RC-MVs and GC-MVs, although these differences are not as prominent as those between RC-MVs and RC-cells. Our results further suggest the importance of extracellular matrix RNA during chondrogenesis and endochondral bone formation.

## Methods

### Chondrocyte cultures

Chondrocytes were isolated by enzymatic digestion of the costochondral cartilage of 125 g male Sprague Dawley rats and cultured as described by Boyan *et al*. previously^3^. All procedures conducted on animals followed a protocol approved by the Institutional Animal Care and Use Committee (IACUC) at Virginia Commonwealth University, and all experiments were performed in accordance with relevant guidelines and regulations. Rib cages were removed and placed in Dulbecco’s modified Eagle’s medium (DMEM, Life Technologies). The resting zone and growth zone cartilage was carefully dissected out, sliced, and incubated in 1% trypsin (Life Technologies) for 1 hour and 0.02% collagenase for 3 hours. After filtering by 40-micro nylon mesh, cells were collected by centrifugation, resuspended in DMEM, and plated at a density of 25,000 cells/cm^2^. Fetal bovine serum (FBS, Life Technologies) was centrifuged at 184,000 × g for 4 h to remove the bovine serum exosomes. Chondrocytes were incubated in DMEM containing 10% exosome-free FBS, 1% penicillin/streptomycin and 50 mg/ml ascorbic acid (Sigma-Aldrich). Cell culture medium was changed 24 hours after plating and then at 72-hour intervals. At confluence (5–7 days), cells were subcultured using the same plating densities and allowed to return to confluence. All experiments used confluent cells in their fourth passage.

### MV isolation and characterization

MVs were isolated from chondrocyte cultures by differential centrifugation of the trypsin digested cell layer, as described in detail previously^3^. Briefly, after trypsinization (0.25% Trypsin-EDTA, Life Technologies) for 10 min, 1 × DPBS containing 10% exosome-free FBS was added to stop the reaction. The MVs were isolated by sequential centrifugation at 500 g for 5 min, 21,000 g for 20 min, and 184,000 g for 70 min. The MV pellets were washed with 0.9% NaCl and recentrifuged at 184,000 g for 70 min. The same centrifugation protocol was used to pellet the microvesicles in cell culture media. Alkaline phosphatase specific activity was measured and normalized to protein content. In addition, to validate that MVs were isolated but not plasma membrane debris, plasma membranes were isolated from the cell pellet as described previously and alkaline phosphatase activity determined. Alkaline phosphatase specific activity was enriched in MVs at least 2 folds compared to plasma membrane, which was consistent with our previous studies. The original MVs solution was diluted 200 times for nanoparticle tracking analysis (Nanosight, Malvern, UK).

### RNA extraction and detection

RNA was isolated from MVs or cells using TRizol (Life Technologies). RNA was eluted with RNase-free water and quantified by NanoDrop spectrophotometer (Thermo Scientific). For agarose gels, 100 ng RNA was run and visualized on a 2.2% agarose gel FashGel^TM^ System (Lonza). Bioanalyzer analyses were performed using 300 ng RNA with an RNA 600 Nano Kit (Agilent) and an Agilent 2100 Bioanalyzer (Agilent) according to manufacturer’s protocol. To confirm that RNA was inside and not outside the MVs, the vesicles were treated with RNase A (10 mg/ml, Qiagen) before RNA extraction as described previously^38^. MVs were also incubated with 0.05% Triton-X 100 in order to break down the membrane in some experiments.

### miRNA PCR profiling in MVs

cDNA library preparation and miRNA profiling were performed in MV and cell RNA from RC and GC chondrocytes as described previously^38^. The microRNA PCR array (miRCURY LNA Universal RT microRNA PCR array) included 223 rat miRNAs. Details in data normalization and analysis were provided in supplementary materials.

### Reverse transcription and quantitative real-time PCR (RT-qPCR)

50 ng RNA was reverse transcribed to cDNA with miScript II RT kit (Qiagen), followed by real-time qPCR using the StepOnePlus Real-time PCR System and miScript SYBR Green PCR Kit (Qiagen). Fluorescence values were quantified as starting quantities using known dilutions of standard control. The reverse primer was the universal primer in the kit. The sequences for the forward primers were synthesized by Eurofins MWG Operon: rno-miR-451-5p: AAACCGTTACCATTACTGAGTT; rno-miR-223-3p: TGTCAGTTTGTCAAATACCC; rno-miR-122-5p: TGGAGTGTGACAATGGTGTT; rno-miR-142-3p: TGTAGTGTTTCCTACTTTATGGA; rno-miR-150-5p: TCTCCCAACCCTTGTACCAGT; rno-miR-126a-3p: TCGTACCGTGAGTAATAATGCG; rno-miR-652-3p: AATGGCGCCACTAGGGTT.

### RNA sequencing (RNA-Seq)

RNA was isolated from MVs or cells using TRizol. Next generation sequencing was performed in an Illumina HiSeq. 2500 (Illumina, San Diego, CA). Data normalization and analysis were conducted with the miARma-Seq tool (see supplemental materials). Briefly, sequence quality was assessed with FASTQC; sequence reads were aligned with Bowtie2 to the NCBI *Rattus norvegicus* annotation release 105 (Rnor_6.0). The resulting bam files were used by miARma-Seq for tabulating discovered miRNA. Reads were also aligned to Rfam 12.3 with Bowtie2 for categorization of RNA reads. To quantify the differential expression of miRNA between samples, the count of each miRNA was normalized as the percent of all discovered miRNAs in that sample. The fold-change was calculated as the percent expression of MV miRNA/Cell miRNA. KEGG Pathway enrichment analyses were performed based on the target genes of selected miRNAs.

### Statistical analysis

Alkaline phosphatase specific activity is presented as mean ± standard error of the mean (SEM) for 6 independent MV samples per variable. RT-qPCR is presented as mean ± SEM for 3 independent samples per variable. Data were examined by ANOVA with post-hoc Bonferroni’s modification of Student’s t-test. A p value of less than 0.05 was considered statistically significant. Statistical analyses for miRNA array and RNA-Seq data were performed according to our previous protocol^38^.

### Data availability statement

The datasets generated during the current study have been submitted to NCBI GEO database (GSE106348).

## Electronic supplementary material

Supplementary Materials

Supplementary data_PCR-array

# Supplementary material for: MicroRNA Contents in Matrix Vesicles Produced by Growth Plate Chondrocytes are Cell Maturation Dependent
**Source:** Sci Rep. 2018 Feb 26;8:3609. doi: 10.1038/s41598-018-21517-4
**Supplement:** Supplementary file 1 — Supplementary Materials

**SUPPLEMENTARY MATERIALS**

**Title**: MicroRNA Contents in Matrix Vesicles Produced by Growth Plate Chondrocytes Are Cell Maturation Dependent

**Authors**: Zhao Lin1,2, Michael J. McClure2, Junjun Zhao1,2,3, Allison N. Ramey2, Niels Asmussen4, Sharon L. Hyzy2, Zvi Schwartz2,5, Barbara D. Boyan2,6*

**Affiliations**: 1Department of Periodontics, School of Dentistry, Virginia Commonwealth University, Richmond, VA; 2Department of Biomedical Engineering, School of Engineering, Virginia Commonwealth University, Richmond, VA; 3General Dentistry, 9th People's Hospital, College of Stomatology, Shanghai JiaoTong University School of Medicine, Shanghai, China; 4School of Integrated Life Science, Virginia Commonwealth University, Richmond, VA; 5Department of Periodontics, The University of Texas Health Science Center at San Antonio, San Antonio, TX; 6Wallace H. Coulter Department of Biomedical Engineering, Georgia Institute of Technology, Atlanta, GA

**Key Words**: matrix vesicles, miRNA, cell membrane, growth plate chondrocyte, exosomes, matrisomes, endochondral calcification, differentiation

**1. miRNA PCR array**

**1.1 Summary of miRNA PCR array**

The miRNA PCR array was performed using the miRCURY LNA Universal RT microRNA PCR array platform (Exiqon). A rigorous and automated PCR data QC pipeline was used to ensure the assay quality. The panel profiling was successfully completed. The raw data all show good data quality. **Supplementary Table 1** summarizes the number of microRNAs for the project. **Supplementary Figure 1** shows the number of microRNAs detected in our samples as well as the Cq value of the global mean for each of the samples.

|  | Number of assays |
| --- | --- |
| miRCURY LNA Universal RT microRNA PCR Mouse&Rat panel I | 372 |
| Assays with signal in all samples | 146 |
| Average number of assays detected per sample | 185 |

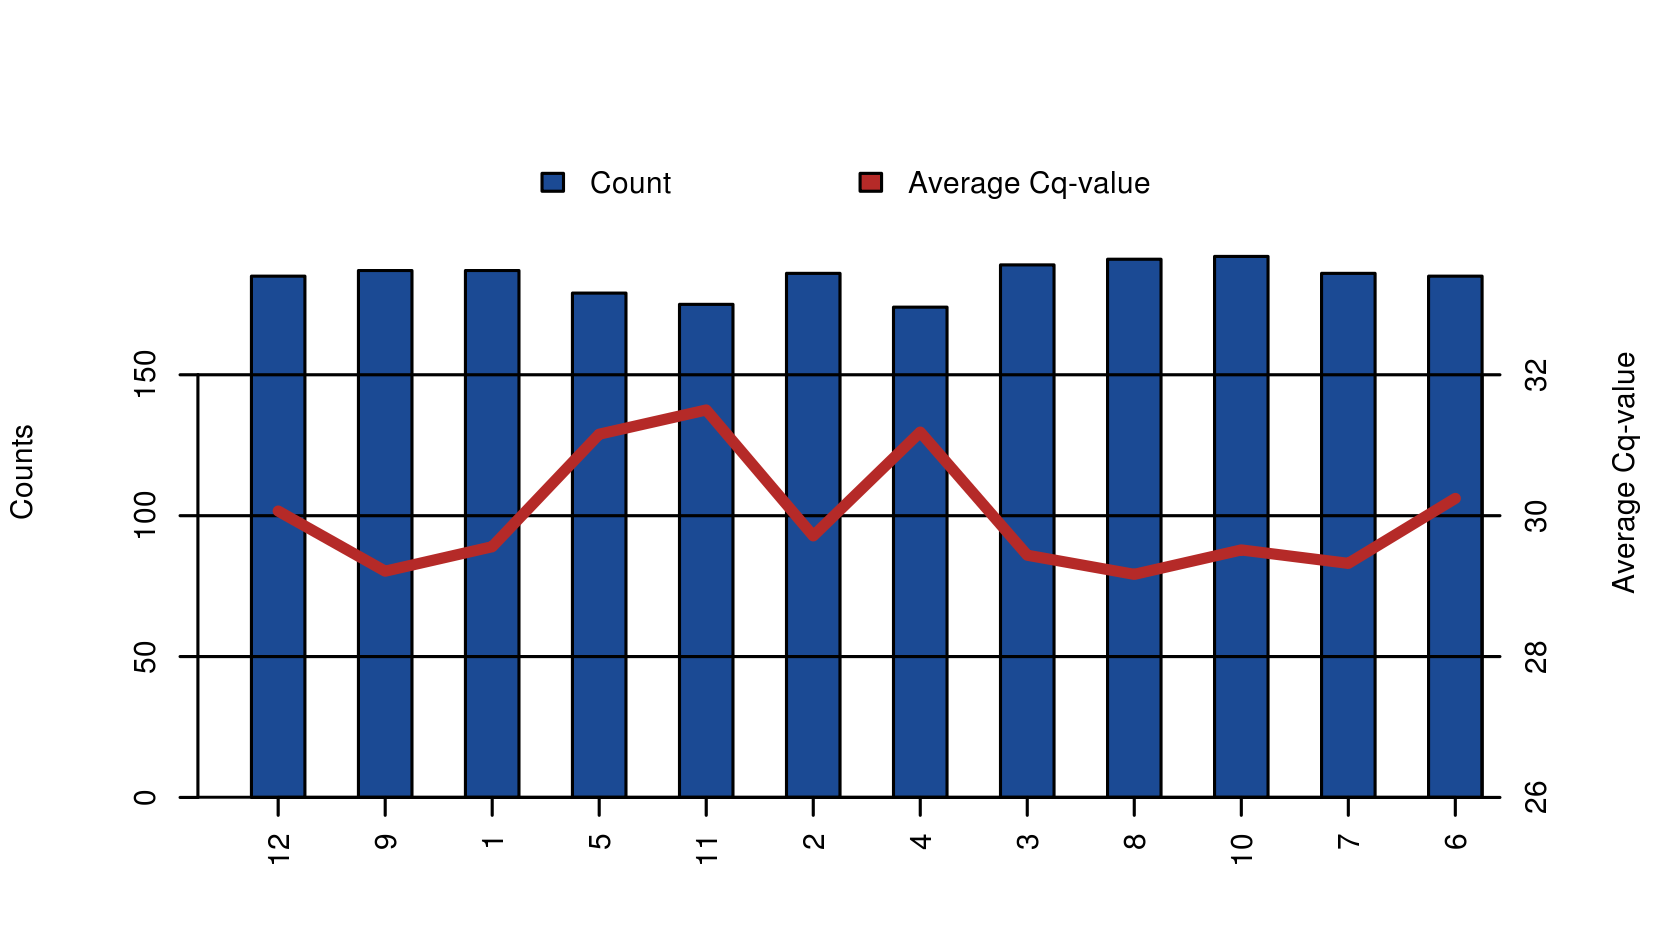
**Supplementary Table 1**: The above table lists the number of assays present of the miRCURY LNATM Universal RT microRNA PCR panels used for this study, and the number of assays that were detectable in all of your samples is listed.

**Supplementary Figure 1**: Graphical illustration of the microRNA content. The blue bars represent umber of microRNAs detected and the red line shows the average Cq value for the commonly expressed microRNAs. On average, 185 microRNA were detected per sample. X-axis shows the sample numbers.

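The supplementary sheet of the PCR array gives a quantification cycle (Cq) for each assay in 12 samples, 3 from each of RC-cells, RC-MVs, GC-cells and GC-MVs, and in a blank. Counting the 223 rat assays with a Cq under 37 that had no signal in the blank, or a Cq at least 5 below it, gave 188 ± 2.65 assays in RC-cells, 184 ± 8.54 in RC-MVs, 187 ± 1.53 in GC-cells and 179 ± 5.51 in GC-MVs (SD, n = 3 samples each). The lowest count was 174 in a GC-MV sample and the highest was 192 in an RC-MV sample.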

**1.2 Data Quality Control**

Each individual amplification product on the PCR panels was scrutinized by: 1) melting curve analysis; 2) calculation of amplification efficiency; and 3) comparison of Cq value to background level in the negative control sample. Data that derive from PCR reactions that fall outside our thresholds and specifications (see details below) are flagged and removed. This ensures that the data analysis is performed with a consistent high quality data set.

**Melting curve analysis**

An additional step in the real-time PCR analysis was performed to evaluate the specificity of the amplification products by generating a melting curve for each reaction. The appearance of a single peak with the expected Tm is an indication that a single specific product was amplified during the qPCR process. PCR reactions that gave rise to multiple melting curve peaks or single peaks with melting temperature that was inconsistent with the specifications for the corresponding assay (in-house database) were flagged and removed from the dataset. **Supplementary Figure 2** is an example of SampleSubmissionPlot and the conclusion of the melting curve analysis is shown. Flagged reactions are marked with crosses.

**
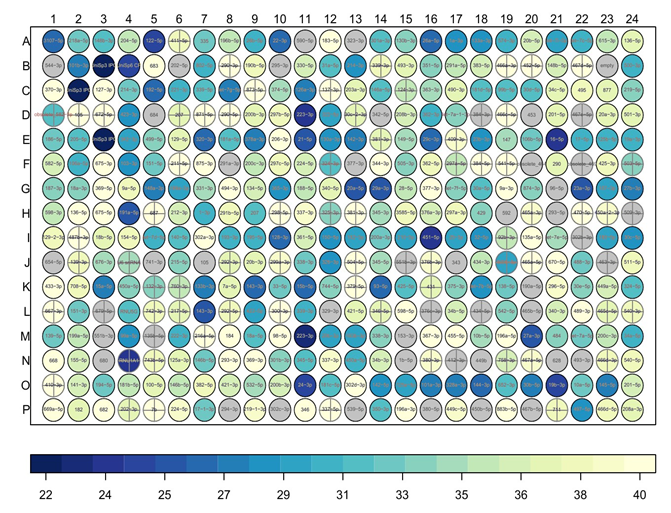
**

**Supplementary Figure 2**: Example of SampleSubmissionPlot illustrating the Cqs obtained for each well in a 384-well plate. The color scale indicates the level of expression (Cq). The circles with crosses indicate assays that have more than one peak on the melting curve, or that have a Tm that deviate from the in-house database of Tm-values.

**Signals from negative controls**

A “no template” sample in the RT step was included as a negative control. This type of negative control is used as this is the most stringent type of control applicable. It will detect RNA contamination in the RT step. An assay detected 5 Cqs lower than the negative control was included in the data analysis. For assays that do not yield any signal on the negative control, the upper limit of detection is set to Cq=37.

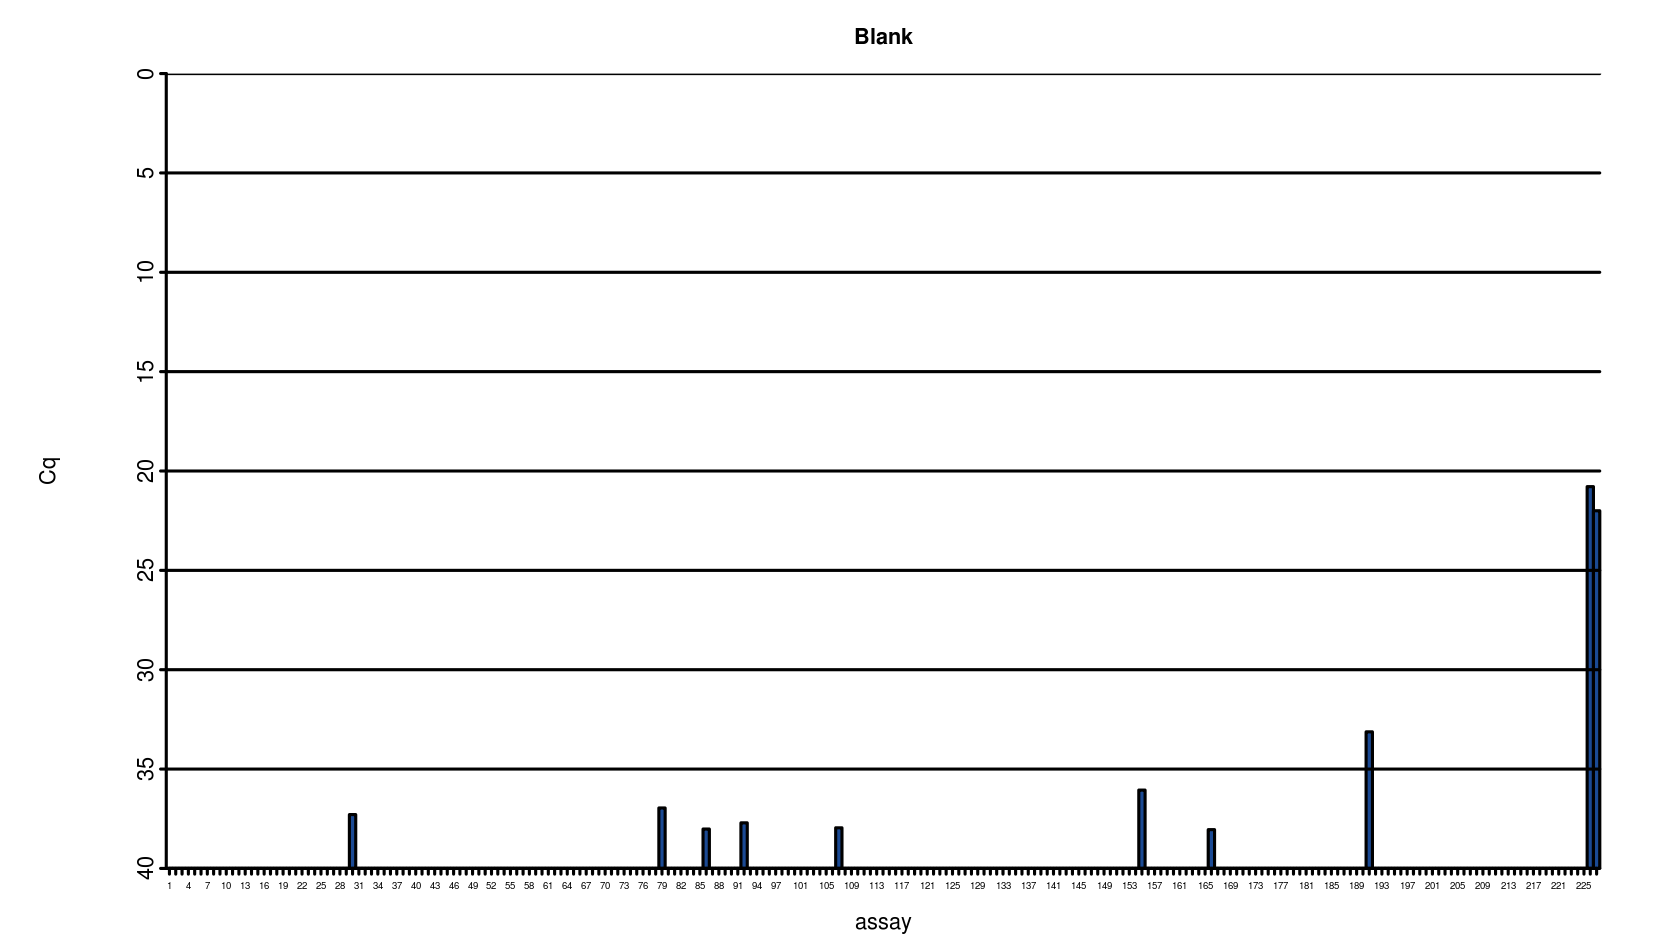

**Supplementary Figure 3**: Bar diagram showing raw Cq values for the negative control sample. Please notice that the positive controls on the plates (DNA and RNA spike ins) yield detectable signals as expected (far right).

**Sample quality control using spike-ins (technical controls)**

It is important for any qPCR experiment to ensure that the quality of the input RNA is sufficiently high for effective amplification. The cDNA synthesis control (UniSp6) was added in the reverse transcription reaction giving the opportunity to evaluate the RT reaction. In addition to this, a DNA spike-in (UniSp3) is present on all panels. The DNA spike-in consists of a premixed combination of DNA template and primers. Deviations in this reaction will indicate inhibitions at the qPCR level. The level of these assays shown in the **Supplementary Figure 4** indicates that reverse transcription and qPCR were successful. The variation observed for UniSp6 is somewhat larger than what we usually see. Samples 8 and 9 yield stronger signals than the other samples, and the blank sample. This is not expected, but as these samples do not deviate for call rate or average Cq values, we do not expect this to be affecting the data set globally.

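Samples 8 and 9 were both RC-cells. Their UniSp6 Cq was 20.8 and 21.1, whereas the other 10 samples lay between 21.4 and 22.9 and the blank was at 22.0. A lower Cq stands for a stronger signal. The UniSp3 control, which tests the PCR alone, lay between 20.6 and 21.0 in all 12 samples.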

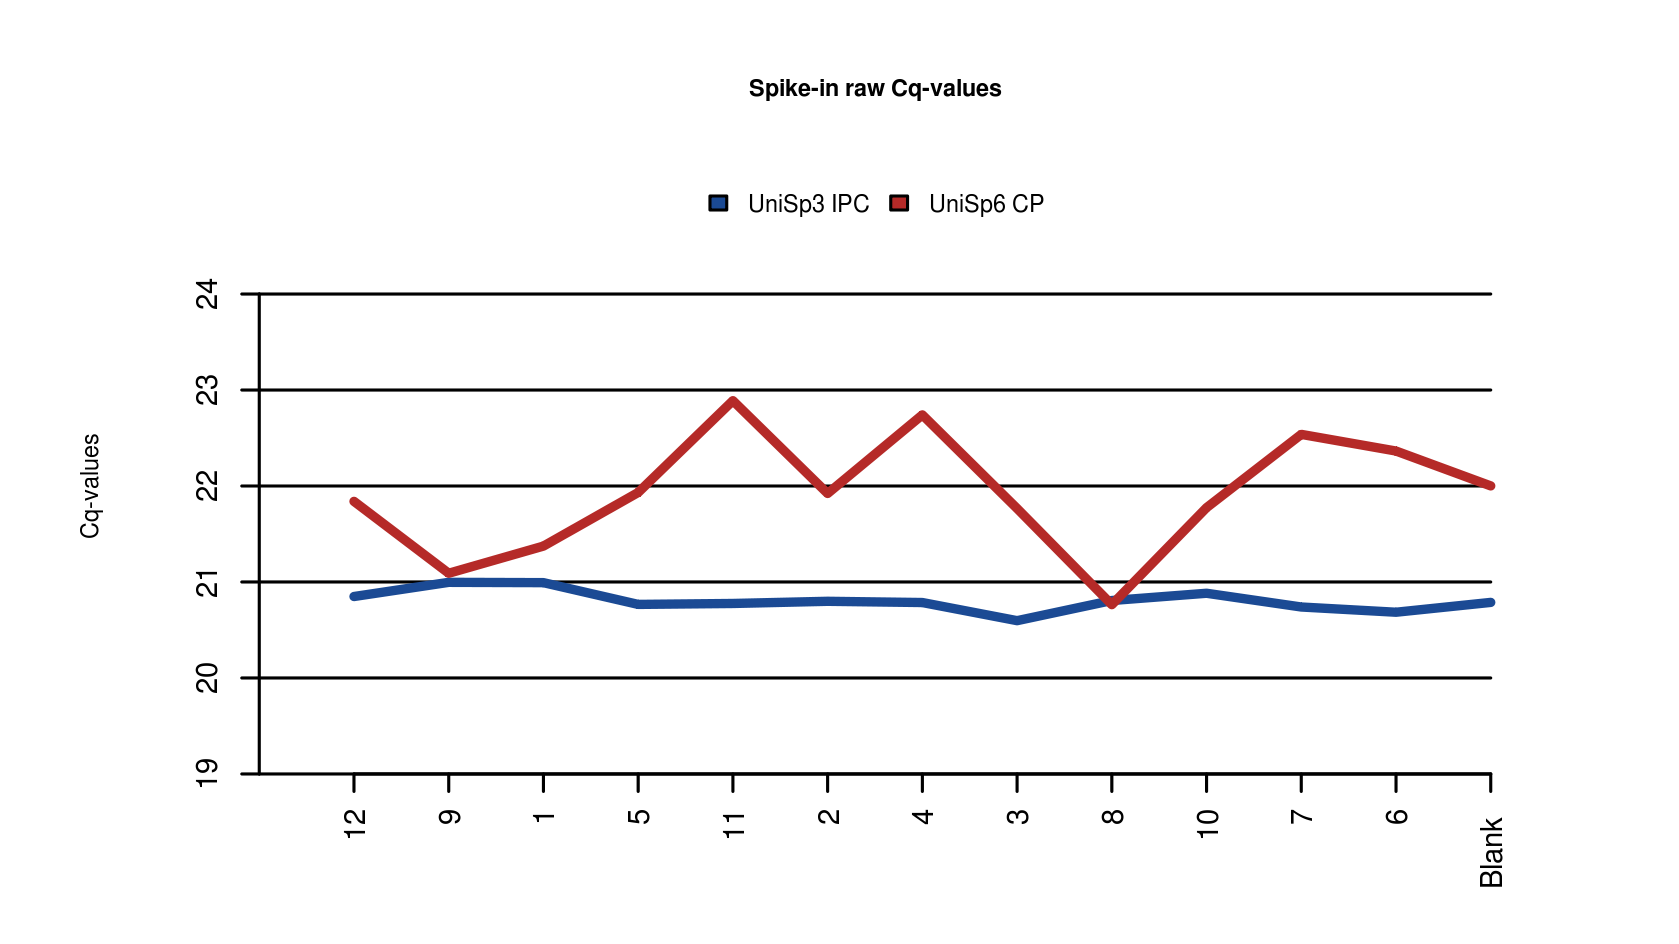

**Supplementary Figure 4**: The graph shows the raw Cqs obtained for the control assays.

**1.3 Data normalization**

Normalization is performed based on the average of the assays detected in all samples as this is shown to be the best normalization for qPCR studies involving numerous assays (Mestdagh, P. et.al. 2009). For the present study, this included 146 assays. 

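The average Cq of the assays detected in every sample was 29.2 ± 0.0802 in RC-cells, 30.4 ± 1.03 in RC-MVs, 29.6 ± 0.137 in GC-cells and 30.9 ± 0.535 in GC-MVs (SD, n = 3 samples each), so that the MV samples varied more than the cell samples. Subtracting the Cq of an assay from this average gives its normalized value.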

The stability of the average of 146 microRNAs is higher than any single microRNA in the data set as measured by the NormFinder software (Andersen, C. et al, 2004).

The formula used to calculate the normalized Cq values are:

Normalized Cq = average Cq (n=12) – assay Cq (sample)

A higher value thus indicates that the microRNA is more abundant in the particular sample.

The normalized Cq values (dCq) are presented on the normalized data worksheet in the attached normalized_dcq_values.xlsx file.

**2. Next generation RNA sequencing**

RNA was isolated from MVs or cells using TRizol. Next generation sequencing was performed in an Illumina HiSeq 2500 (Illumina, San Diego, CA). Data normalization and analysis were conducted with the miARma-Seq too (Andres-Leon, E. et al, 2016). Briefly, sequence quality was assessed with FASTQC; sequence reads were aligned with Bowtie2 to the NCBI Rattus norvegicus annotation release 105 (Rnor_6.0). The resulting bam files were used by miARma-Seq for tabulating discovered miRNA. Reads were also aligned to Rfam 12.3 with Bowtie2 for categorization of RNA reads. To quantify the differential expression of miRNA between samples, the count of each miRNA was normalized as the percent of all discovered miRNAs in that sample. 

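Because a percent is relative to all miRNA reads of the library, a change in a few abundant miRNAs moves the percents of all others. The median log2 ratio over miRNAs with reads in both libraries was 0.08 for RC-MVs against RC-cells, 0.15 for RC-MVs against GC-MVs and 0.24 for RC-cells against GC-cells. A mature miRNA with several loci appears once per locus in the deposited counts. The copies of let-7f-5p at Mirlet7f-1 and Mirlet7f-2 had 75994 and 77462 reads in RC-cells, and the files do not show whether reads matching both loci were divided or counted at each.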

The fold-change was calculated as the percent expression of MV miRNA/Cell miRNA. KEGG Pathway enrichment analyses were performed based on the target genes of selected miRNAs.

**Supplementary Figure 5: Summary of the RNA-seq (reads)**

RC Cell

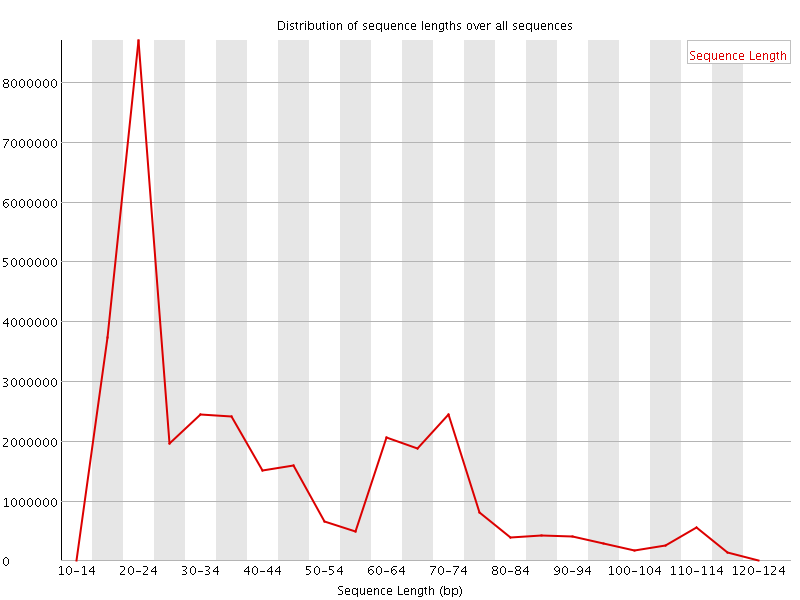

RC MV

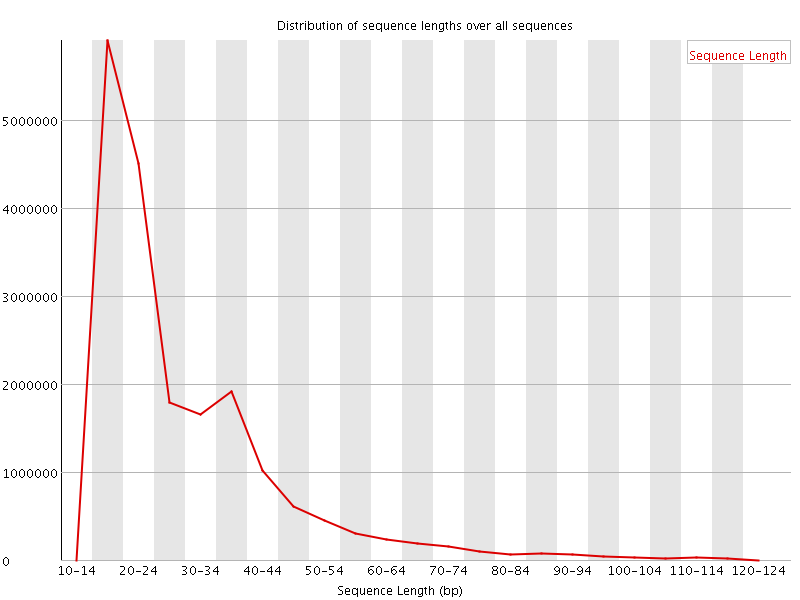

**Supplementary Figure 6: Quality of sequencing.**

RC Cell

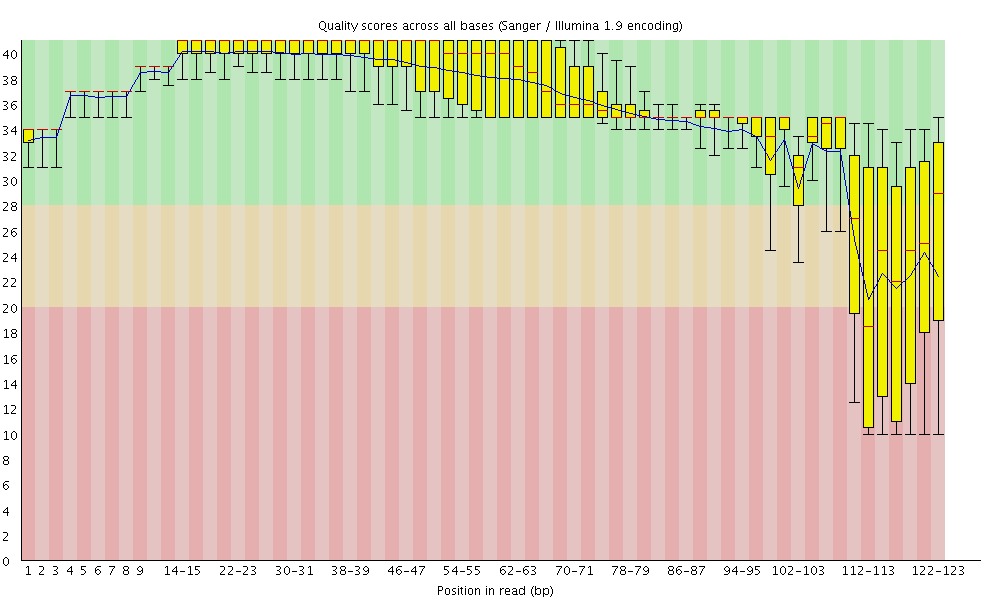

RC MV

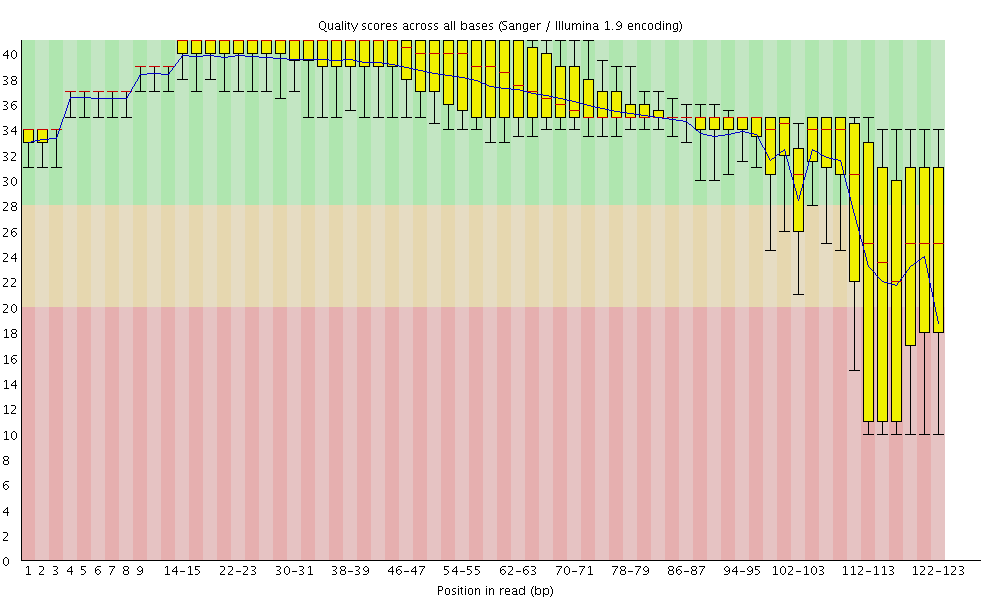

**3. Original full size gel images**

**Figure 2A:**

**
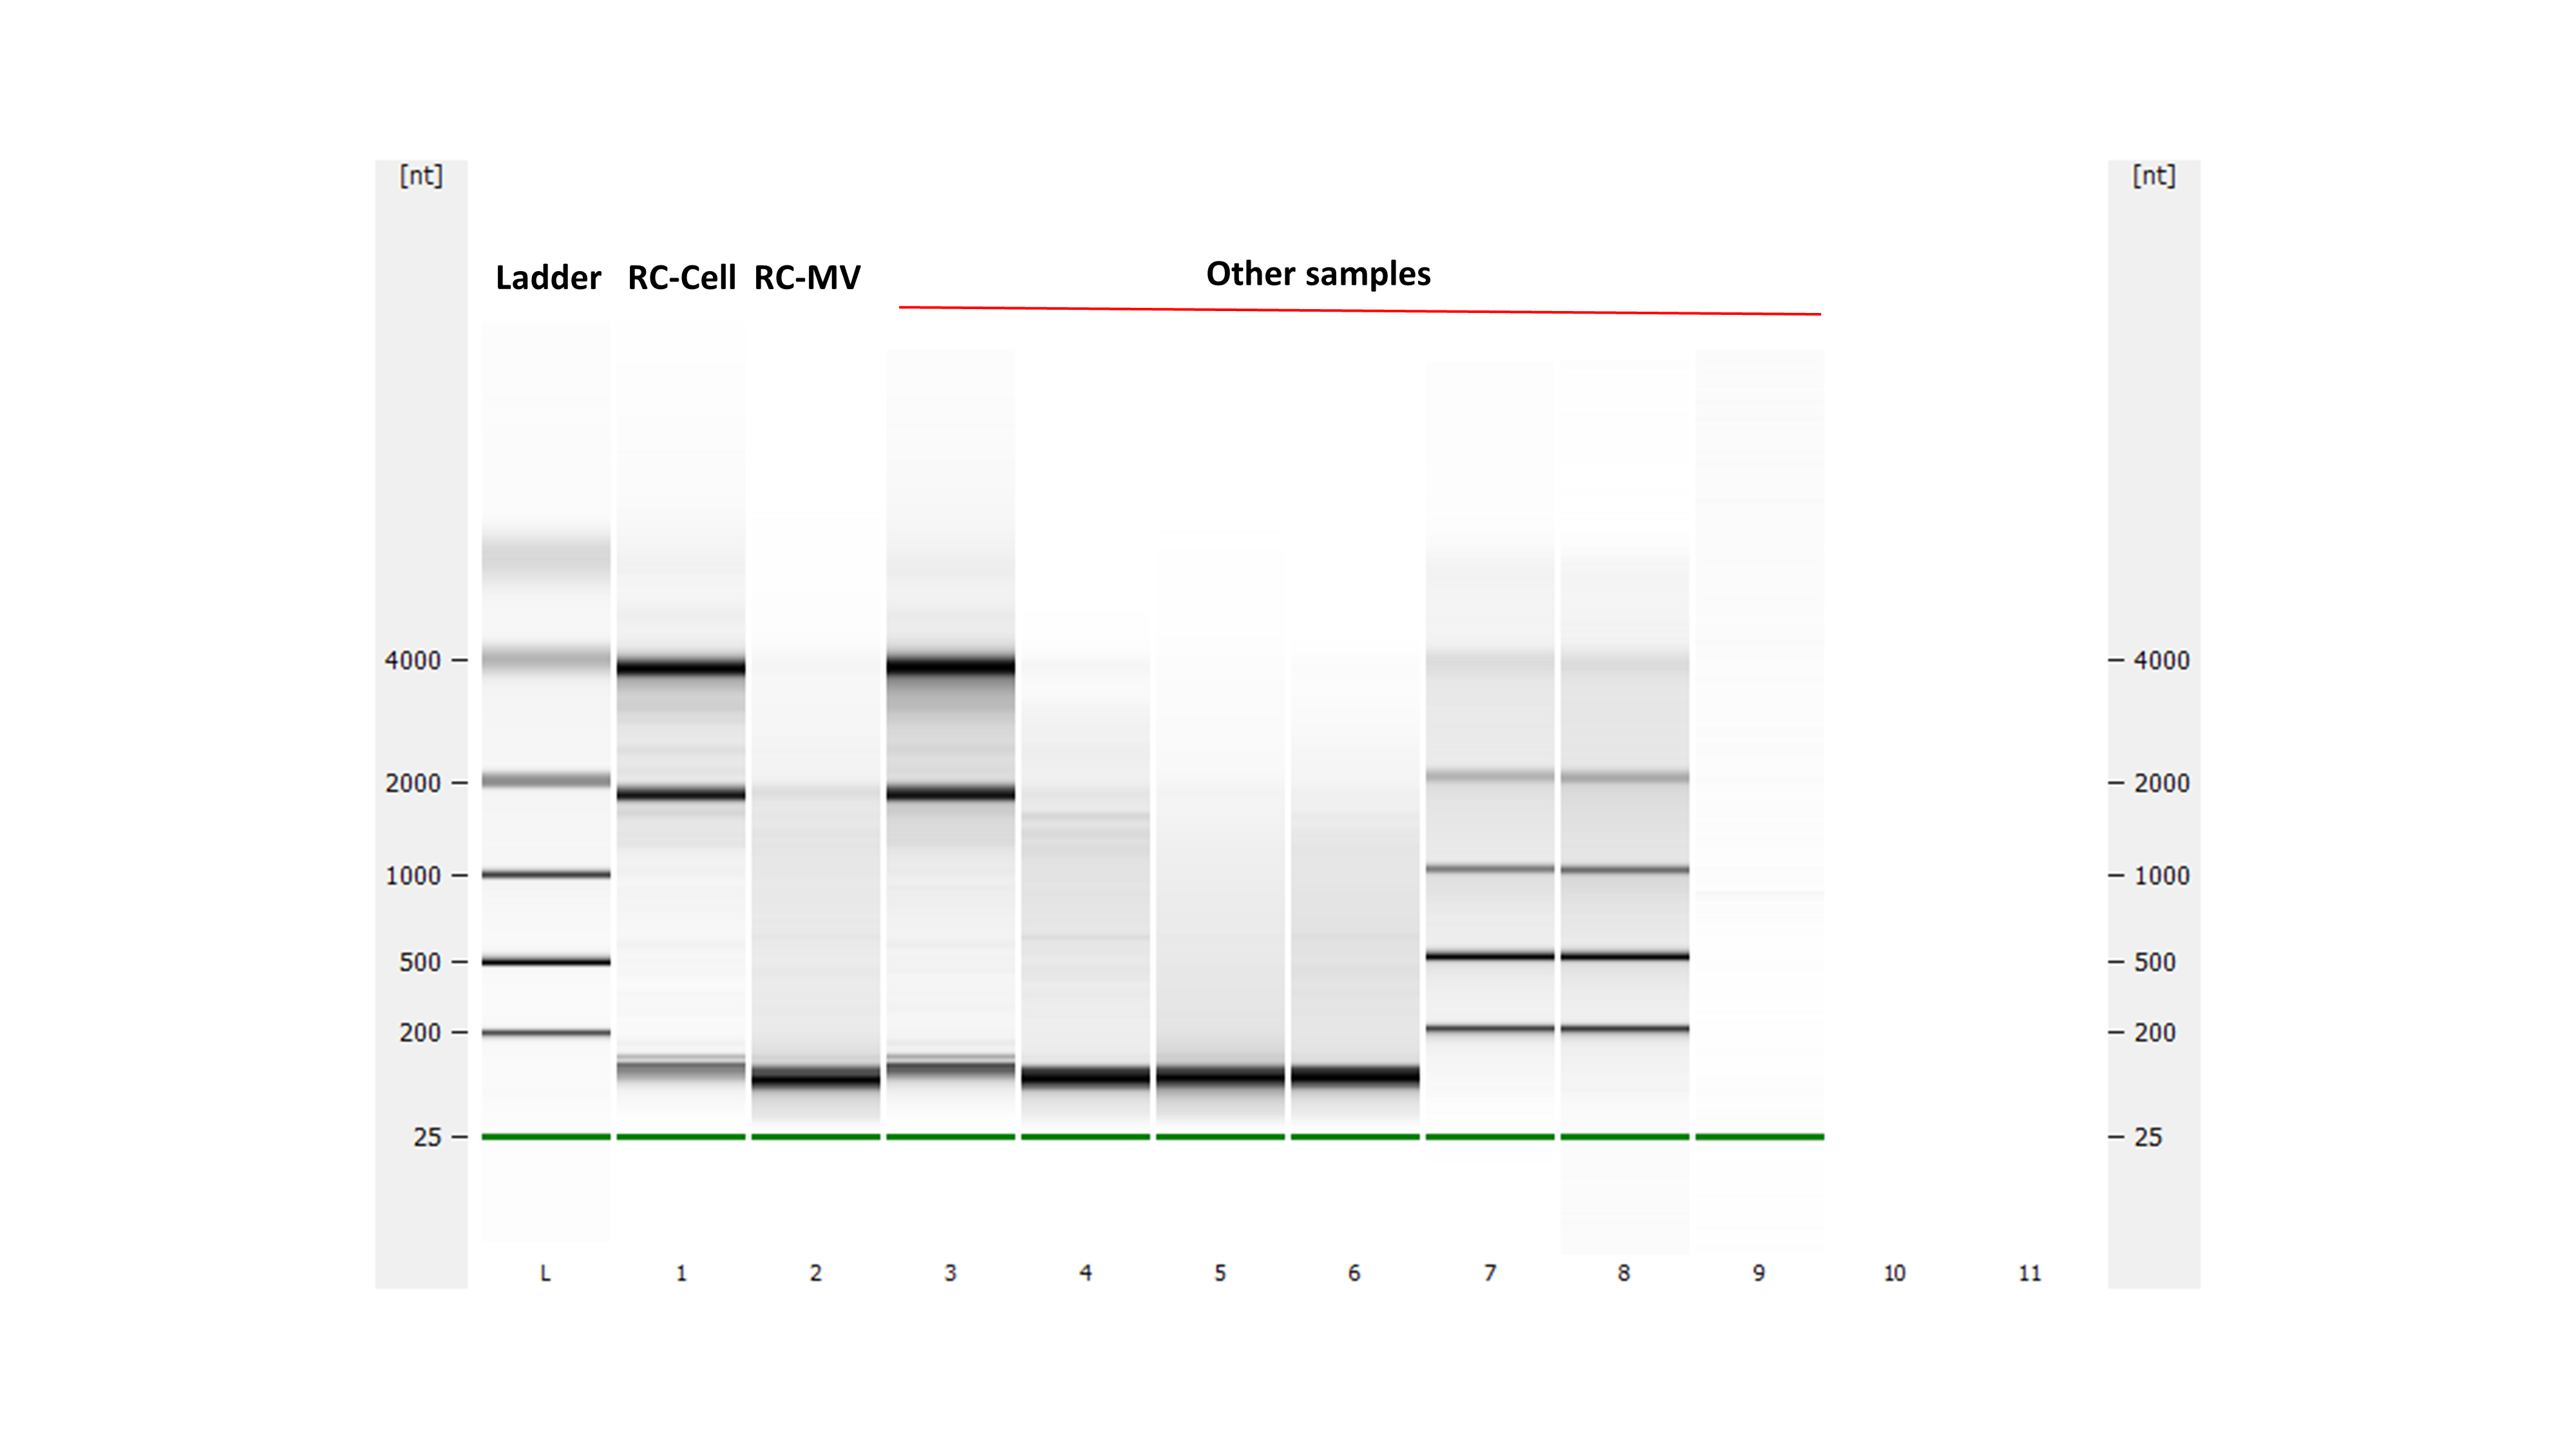
**

**Figure 2D:**

**
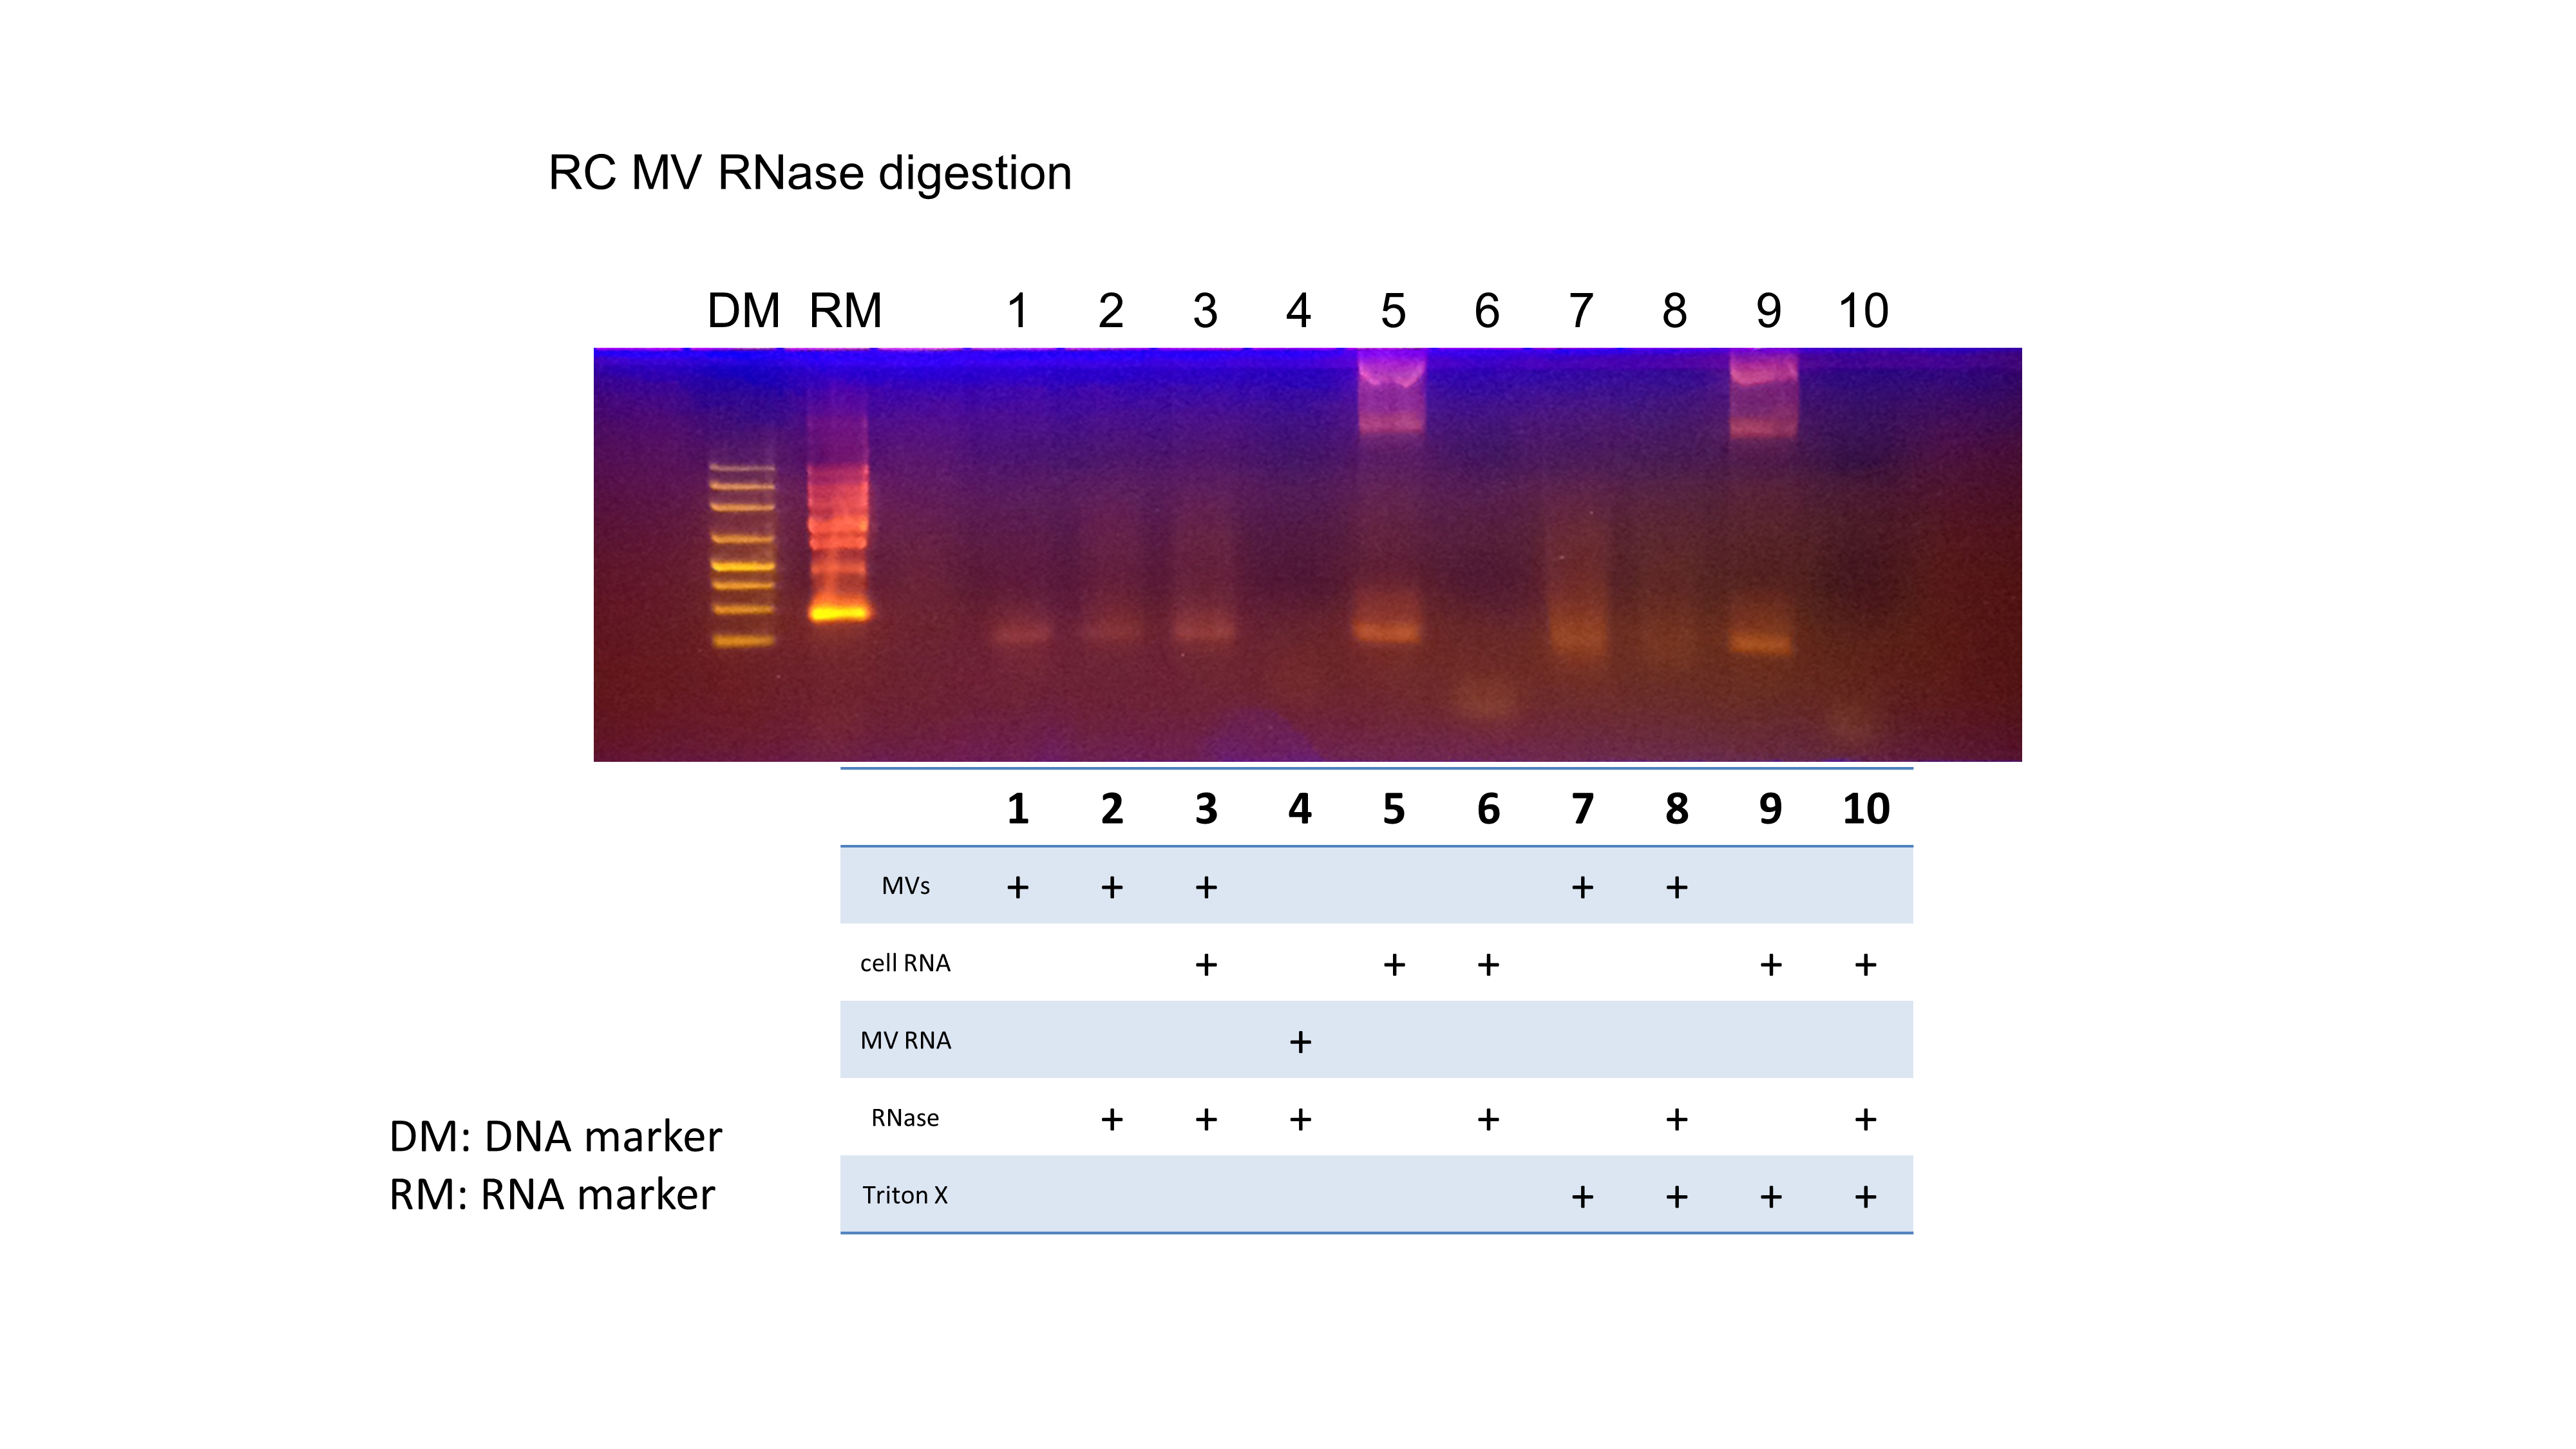
**

**Reference:**

Andersen, C. et al. (2004) Cancer Res., 64, 5245-5250

Andrés-León, E. et al. (2016) Sci. Rep., 6, 25749

Mestdagh, P. et al. (2009) Genome Biol.,10(6), R64

How the deposited data were processed for this re-analysis (not part of the article)

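Small RNA was sequenced from 4 libraries, 1 each of RC-cells, RC-MVs, GC-cells and GC-MVs, from rat costochondral chondrocytes at passage 4. The authors aligned the reads with Bowtie2 to the rat genome build Rnor_6.0, tabulated miRNAs with miARma-Seq and deposited whole-number read counts per annotated miRNA locus, without normalization. The versions of these tools, the trimming of reads and the treatment of reads that match several loci are not given in the text searched. The libraries held between 982543 and 7414467 miRNA reads, and the deepest was 7.55 times the shallowest.

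From the deposited counts, the counts of loci with the same mature miRNA name were added together, which turned 774 loci into 740 names. Of these, 538 had reads in at least 1 library and 384 in all 4. Each count was divided by all miRNA reads of its library and given as a percent, and a ratio of percents was called a difference at 2-fold in either direction for miRNAs with at least 1 read in both libraries. Shares of reads have Wilson intervals and ratios have exact Clopper-Pearson intervals, both at the 95% level and for counting error only. Wilson intervals were also put on shares of miRNAs, where they treat miRNAs as independent draws and hold no counting error of reads. A fold against a library with 3 reads or fewer was set against 3 reads and given as a lower bound, which is a convention for few reads and not the lower end of the counting interval. With 1 library per condition no test of differences in expression was made, and the values across miRNAs, which are percentiles of marker sets and correlations with the PCR array, describe these libraries. The calls and intervals were tested on simulated data with 200 miRNAs changed 4-fold. Of the changed miRNAs with at least 1 read in both simulated libraries, 96.5% of 170 were recovered, while 26 of 253 unchanged miRNAs were also called. With at least 10 reads in both, 125 changed miRNAs were all recovered and 1 of 183 unchanged miRNAs was called. The simulation held counting error only and left the most abundant miRNAs unchanged. These rates are therefore best cases, without the variation between cultures or preparations.

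The alternatives were edgeR's TMM normalization, DESeq2's size factors, totals without miR-21-5p, miR-22-3p and miR-143-3p, minimum counts of 10, pseudocounts of 0.5 and 5, thinning of all libraries to the smallest total in 100 draws, an interval wholly beyond 2-fold and a threshold of 4-fold. These were set before the data were examined. Keeping each locus as deposited, and a set of blood miRNAs without any that the paper names, were added after the data were seen. Sets of miRNAs that mark blood, muscle, neural tissue and cartilage were written before the counts were examined, and the median log2 ratio of a set was placed among 10000 random sets matched on mean percent, each member being replaced by one of the 20 miRNAs nearest in mean percent.

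The supplementary PCR array sheet, with 3 samples per group, was used for the supplement and for a comparison with the sequencing. An assay counted as detected below a Cq of 37, or at least 5 below the blank where the blank gave a signal. Array differences of single miRNAs were tested with a two-sided exact permutation test, whose smallest possible p with 3 samples against 3 is 0.1. Correlations between both assays were computed across miRNAs with 100000 permutations.

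The miRNAs named are those the paper names for the sequencing, the 6 it selected for RT-qPCR, the 5 with the largest ratio in each direction of each comparison with at least 10 reads in both libraries, and members of the marker sets. This rule was fixed before the counts were examined. Afterwards, miR-129-2-3p and miR-210-3p were added as miRNAs on which the sequencing and the array disagreed. Chromosomes were named by matching gene symbols to the RefSeq table of the GRCr8 assembly, which held 438 of the 452 genes, and only the order of genes along a chromosome was taken from its positions. The shares of RNA classes, the RT-qPCR and the pathway analysis were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, were used.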

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

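The tests on the arms of a precursor were chosen only after the result was seen. The test of depth on the differences between libraries was set before the data were examined.

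The paper states that GC-MVs differed from GC-cells and uses both libraries in other comparisons, but its text gives no sequencing values for GC-MVs against GC-cells. In this comparison 57.3% of miRNAs differed by at least 2-fold. Depth and scaling changed this share little, as it was 56.6% after thinning and 56.4% with TMM normalization. The largest ratio was that of miR-122-5p, with 11225 reads in GC-MVs and 34 in GC-cells, a 2491-fold higher share (95% interval from 1782 to 3599). Over 262 miRNAs with at least 10 reads in all 4 libraries, the log2 ratios of MVs to cells in the resting zone and in the growth zone had a Pearson r of 0.91 across miRNAs. Of these, 72 were at least 2-fold higher and 52 at least 2-fold lower in MVs of both zones, and 0 were 2-fold changed in opposite directions. A common selection of miRNAs into MVs and a common effect of the vesicle preparation could both give this pattern, and the libraries cannot tell them apart.

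For precursors whose 5p and 3p arms both had at least 10 reads, the arm with fewer reads was called minor from the cell library of the other zone. The minor arm was the more enriched one in RC-MVs against RC-cells for 48 of 75 precursors, with a median log2 difference between arms of 0.77. In GC-MVs against GC-cells it was the more enriched for 45 of 69 precursors, with a median difference of 0.58. The paper does not discuss arms. After all libraries were thinned to the smallest total (mean of 20 draws), the difference was 0.63 in the resting zone and 0.52 in the growth zone, so depth alone does not account for it. The requirement of 10 reads in the MV library can favour minor arms that are enriched there. With precursors chosen only by at least 100 reads of both arms in the cell library of the other zone, the minor arm was the more enriched one for 38 of 63 precursors in the resting zone, with a median difference of 0.65, and for 36 of 63 in the growth zone, with a median difference of 0.34. Both median differences are smaller than under the first choice of precursors, more so in the growth zone, so part of the pattern depends on that choice. The base composition of the arms was not tested because no sequences were at hand, and the pattern cannot be told apart from such an effect. No biological explanation was tested.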

How the results depend on the processing

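No paired analysis was possible because each condition had 1 sequencing library and the sequencing ratios came from no replicated test. The loess correction for GC content was not run because no sequences of the miRNAs were at hand.

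The shares of 2-fold different miRNAs stayed within their 95% intervals with TMM normalization, size factors, totals without the 3 abundant miRNAs and a pseudocount of 0.5 for all 4 comparisons, and also with each locus as deposited, which was chosen after seeing the data. These intervals treat miRNAs as independent draws and leave out counting error, so staying inside them is a yardstick and not a test. Requiring the whole interval of the ratio beyond 2-fold lowered the shares to 43.2% for RC-MVs against RC-cells, 15.4% for RC-MVs against GC-MVs, 5.06% for RC-cells against GC-cells and 32.1% for GC-MVs against GC-cells. A 4-fold threshold gave 34.5%, 8.06%, 4.22% and 24.2%, in the same order. With at least 10 reads in both libraries, the share fell to 13.2% between the cells and to 52.4% between GC-MVs and GC-cells. Thinning raised the share between the cells to 25.5%. The order of the 4 shares was the same under each of these settings.

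The number of miRNAs at least 2-fold higher in RC-MVs than RC-cells stayed within 1.5 times of 139 in every alternative that kept the 2-fold threshold, from 97 to 143, and 72 were at least 4-fold higher and 71 at least 4-fold lower. The number at least 2-fold lower was 126 and was 83 with at least 10 reads in both libraries, where 293 miRNAs in place of 414 were tested and the share lower was 28.3% in place of 30.4%. It was 82 of the same 414 miRNAs with the whole interval beyond 2-fold, a stricter call. The shares of the top 3 miRNAs did not change when loci were merged, since these miRNAs have 1 locus each.

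The blood set lay at the 100th percentile of matched random sets in both zones with either pseudocount or read minimum. Among members the paper does not name as enriched in MVs over cells, it lay at 27.8 for RC-MVs against RC-cells, below the middle, and at 53.0 for GC-MVs against GC-cells. Without miR-192-5p, which the paper lists for the MVs of the zones, it lay at 23.8 and 59.6, an alternative chosen after seeing the data. These are the members left after those named as enriched were set apart, so this difference follows in part from the choice of members. The correlations with the PCR array kept their sign and their side of the threshold. Leaving out one array sample at a time gave Pearson's r from 0.171 to 0.335 for RC-MVs against RC-cells. Of the folds of single named miRNAs, 9 of 48 values under TMM normalization and size factors moved outside their counting interval and 39 did not, and 24 of 24 stayed inside it with a pseudocount of 0.5.

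Depth limits the MV libraries most. A miRNA with reads in RC-cells only can be below what 1108821 reads show in RC-MVs.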

Differences from the paper's values

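No value of the paper that was recomputed differed by more than 1.5 times under the main setting. The 40 percents of Tables 3 and 4 and the 20 folds of Table 5 were equal to the recomputed values at 2 decimals; for miR-144-3p the paper's fold of 423.20 was set against 2 reads, for which a lower bound of 282 against 3 reads and a 95% interval of the ratio from 115 to 3528 are given here.

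Smaller differences remained. The paper states that the 3 most abundant miRNAs of RC-MVs made up over 50% of the pool, and the recomputed sum was 49.2%. The paper's 139 enriched miRNAs are given as 32.1%, and 139 of the 414 miRNAs with reads in both libraries are 33.6%. With each locus kept as deposited, which was chosen after seeing the values, 143 of 435 loci gave 32.9%.

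Table 5 lists the miRNAs most enriched in RC-MVs. Ranked by the ratio alone among miRNAs with at least 10 reads in RC-MVs, 11 of its 20 miRNAs were among the 20 highest. Those left out included miR-223-3p, with 48 reads in RC-MVs and 1 in RC-cells, and miR-142-3p, with 62 and 3 reads. None of the miRNAs left out above miR-127-5p, the last one listed, had more than 62 reads in RC-MVs. The 20 listed had at least 71. A minimum of reads in RC-MVs between these counts would give the same list, but the paper states none.

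The discussion states that RC-cells and GC-cells differed more than RC-MVs and GC-MVs. In the counts, 19.4% of miRNAs differed by at least 2-fold between the cells and 39.3% between the MVs, which is the order the results section gives.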

Other observations

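The tests on the shift of blood miRNAs between the MV libraries and on the chromosome clusters were chosen only after the result was seen. So was the use of totals without the 3 most abundant miRNAs as a test of an explanation. As a scaling, these totals were among the alternatives set before the data were examined. The blood set without miR-192-5p was also chosen after the data were seen. The other tests were set before the data were examined.

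For 2 miRNAs that the paper reports by RT-qPCR as higher in RC-MVs than GC-MVs, the sequencing and the PCR array pointed the other way. Table 7 of the paper already lists both as higher in GC-MVs in the array, among changes that met its own significance threshold. In the sequencing, miR-122-5p had 4447 reads in RC-MVs and 11225 in GC-MVs, a 2.85-fold higher share in GC-MVs (95% interval from 2.75 to 2.95). The share of miR-150-5p was 1.40-fold higher in GC-MVs, with 33 and 41 reads and an interval from 0.865 to 2.29, which does not exclude equal shares. In the array, the normalized Cq of miR-122-5p was -1.60 ± 0.162 in RC-MVs and -0.0667 ± 0.451 in GC-MVs (SD, n = 3 each; exact permutation p = 0.1, the smallest 3 samples against 3 allow). For miR-150-5p it was -1.04 ± 0.642 and 0.223 ± 0.498 (SD, n = 3 each; exact permutation p = 0.2).

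Between RC-MVs and RC-cells, the array and the sequencing also differed for several miRNAs, such as miR-126a-3p. Its array signal was 6.73-fold higher in RC-MVs (n = 3 each, exact permutation p = 0.1). The paper lists this in Table 2 and also reports miR-126a-3p as significantly higher in RC-MVs by RT-qPCR. In the sequencing it had 167 reads in RC-MVs and 1614 in RC-cells, and its share was 1.64-fold lower in RC-MVs. Table 2 also lists miR-129-2-3p as higher in RC-MVs, where it had 3 reads, against 431 in RC-cells. Conversely, miR-376a-3p and miR-210-3p are listed as lower, but their shares were 6.95-fold and 2.61-fold higher in RC-MVs.

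Across miRNAs with an array signal in all 6 samples and at least 10 reads over both libraries, the log2 ratios of the sequencing and the array differences had a Pearson r of 0.22 (Spearman rho 0.28) for RC-MVs against RC-cells over 147 miRNAs, 0.58 (rho 0.60) for RC-MVs against GC-MVs over 138, 0.84 (rho 0.82) for RC-cells against GC-cells over 155, and 0.47 (rho 0.34) for GC-MVs against GC-cells over 146. The permutation p of r was 0.0071 for RC-MVs against RC-cells, also after Benjamini-Hochberg adjustment over the 4 correlations, and 1e-05, the smallest 100000 permutations can give, for the others. Without the 2 miRNAs farthest from the median ratio, r was 0.17, 0.61, 0.78 and 0.39 in the same order. These are correlations across miRNAs, which are not independent replicates. Among the 13 miRNAs that were at least 2-fold different between RC-MVs and RC-cells in both assays, 10 had the same direction. Over all 147 miRNAs of this comparison, 90 (61.2%) had the same direction.

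Several of the miRNAs most enriched in MVs are known from blood cells or from liver and serum, so RNA from blood or serum in the preparation was tested as an explanation for the miRNAs higher in RC-MVs. The whole set lay above all 10000 matched random sets, but 8 of its 12 members with enough reads are miRNAs the paper names as enriched in MVs over cells. The 4 tested members it does not name as such lay at percentile 27.8 in the resting zone and 53.0 in the growth zone. One of these, miR-192-5p, is listed by the paper in Table 7, which compares the MVs of the zones, and without it the others lay at percentile 23.8 and 59.6, a choice made after seeing the data. This does not decide the question, because setting apart the members named as enriched leaves those that were not, and because miR-192-5p, miR-194-5p and miR-126a-5p had 1551, 269 and 117 reads in RC-cells, where a blood source would be hard to see. The remaining member, miR-363-3p, had 7 reads in RC-cells and 5 in GC-cells, and its log2 ratio of MVs to cells was 2.74 in the resting zone and 4.31 in the growth zone with a pseudocount of 0.5. The enrichment in RC-MVs cannot be told apart from RNA of blood or serum by this test. The cells were cultures at passage 4. The paper states that fetal bovine serum depleted of exosomes was in the medium and was also added during MV isolation. What RNA this serum still held was not examined. The muscle set, meant as a control, lay at percentile 89.7 in the resting zone with 1 member and 99.4 in the growth zone with 3 members. The neural set, with 2 members, lay at 25.7 in the resting zone and 31.5 in the growth zone. The cartilage set, with 4 members, lay at 43.1 and 26.2, in the same order. A few abundant miRNAs taking most of the counts was also tested, and the number of miRNAs at least 2-fold higher in RC-MVs was 136 with TMM normalization. TMM normalization moved the log2 ratios by only -0.09, so this is a weak test. Totals without miR-21-5p, miR-22-3p and miR-143-3p moved them by -0.21, and 127 miRNAs were at least 2-fold higher and 138 lower, against 139 and 126. Depth was tested for the larger number of differences between MVs than between cells, and after thinning the share between MVs was still 1.65 times that between cells.

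Of the blood set, 7 miRNAs were at least 2-fold enriched in MVs of both zones with at least 10 reads in both MV libraries, and 7 of these 7 had a higher share in GC-MVs than in RC-MVs. Their median log2 ratio was 1.22, against -0.60 for 74 other miRNAs enriched in both, and lay at percentile 100 of 10000 random sets of those. A candidate explanation is a larger share of a common outside source in GC-MVs. One source would move alike all miRNAs whose reads in MVs came almost wholly from it. The intervals of 3 of the 7, for counting error only, held the median ratio of 2.32, which is the ratio of miR-451-5p itself. By contrast, miR-144-3p moved 1.20-fold. For members less enriched over the cells, such as miR-150-5p, unequal shifts would not argue against one source. In the array, 5 of these 7 were compared, and their signals were between 2.40-fold and 3.57-fold higher in GC-MVs than RC-MVs (n = 3 each). The exact permutation p was 0.1, the smallest possible, for 4 of them and 0.2 for miR-150-5p. The same 5 were between 1.40-fold and 2.85-fold higher in the sequencing. The other members, miR-144-3p and miR-142-5p, are also listed in Table 7 as higher in GC-MVs. Table 7 gives miR-144-3p a larger fold than any of the 5, although its shift was the smallest in the sequencing. The array therefore does not decide whether the members moved alike. The array signal of miR-143-3p, which is not in the set, was also 2.39-fold higher in GC-MVs, and that of miR-21-5p was 1.06-fold lower. An outside source and a difference between the zones cannot be told apart here.

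Some miRNA genes that lie near each other differed in the same direction between the cells of the zones. In the GRCr8 assembly, Mir450a1, Mir542, Mir351, Mir503 and Mir322 follow each other in this order on chromosome X with 2 other genes among them, Mir450b-1 being the only other miRNA gene, and 9 of their 9 miRNAs with at least 10 reads in both cell libraries were higher in RC-cells, with a median log2 ratio of 1.97. It was 1.64 with TMM normalization, 1.61 with size factors and 1.65 with totals without the 3 abundant miRNAs. A group of 58 miRNA genes on chromosome 6, from Mir770 to Mir3072 with 130 genes of other kinds among them, had 82 tested miRNAs and 82 were higher in RC-cells, with a median of 0.85 against 0.13 for the other miRNAs. With TMM normalization or size factors, which moved all log2 ratios by -0.34 and -0.36, 80 of the 82 were higher, and with totals without the 3 abundant miRNAs 81 were. Between the MVs, 5 of 5 tested miRNAs of the chromosome X group were higher in RC-MVs, with a median log2 ratio of 1.67, and 5 of 5 with TMM normalization or size factors. Totals without the 3 abundant miRNAs moved all log2 ratios between the MVs by -0.63, and 4 of the 5 were higher. The chromosome 6 group was less uniform in MVs than in cells. Of its 58 tested miRNAs, 48 were higher in RC-MVs than GC-MVs and 10 were lower, 44 were higher with TMM normalization or size factors, and 35 with totals without the 3 abundant miRNAs. The group held 19.7% of the miRNA reads in RC-MVs and 7.56% in GC-MVs, of which miR-127-3p and miR-134-5p alone held 6.84% and 3.43% in RC-MVs and 2.29% and 1.27% in GC-MVs. These groups were noticed in the same counts, 1 library per condition, and no test of them was made in other samples. The PCR array, with 3 samples per group, covers some members. Of the chromosome X group, Table 8 lists miR-503-5p, miR-450a-5p, miR-322-5p and miR-542-5p as higher in RC-cells. Table 7 lists miR-503-5p, miR-450a-5p and miR-322-5p as higher in RC-MVs. Neither table lists a member of this group in the opposite direction. These tables leave out miRNAs with smaller changes, so they do not cover the whole group.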
